# Design of a MAPK signalling cascade balances energetic cost versus accuracy of information transmission

**DOI:** 10.1038/s41467-020-17276-4

**Published:** 2020-07-13

**Authors:** Alexander Anders, Bhaswar Ghosh, Timo Glatter, Victor Sourjik

**Keywords:** Cell signalling, Cellular noise, Computer modelling, Evolvability, Regulatory networks

## Abstract

Cellular processes are inherently noisy, and the selection for accurate responses in presence of noise has likely shaped signalling networks. Here, we investigate the trade-off between accuracy of information transmission and its energetic cost for a mitogen-activated protein kinase (MAPK) signalling cascade. Our analysis of the pheromone response pathway of budding yeast suggests that dose-dependent induction of the negative transcriptional feedbacks in this network maximizes the information per unit energetic cost, rather than the information transmission capacity itself. We further demonstrate that futile cycling of MAPK phosphorylation and dephosphorylation has a measurable effect on growth fitness, with energy dissipation within the signalling cascade thus likely being subject to evolutionary selection. Considering optimization of accuracy versus the energetic cost of information processing, a concept well established in physics and engineering, may thus offer a general framework to understand the regulatory design of cellular signalling systems.

## Abstract (web summary)

Cellular signalling networks provide information to the cell, but the trade-off between accuracy of information transfer and energetic cost of doing so has not been assessed. Here, the authors investigate a MAPK signalling cascade in budding yeast and find that information is maximised per unit energetic cost.

## Introduction

Living organisms have the ability to sense cues in the external and internal environment in order to initiate appropriate cellular responses. Inherent stochasticity of events involved in sensing and downstream transmission of signals may lead to noise, which is manifested as the variability in signalling outputs, e.g. morphological changes or reporter gene expression, across a population of clonal cells, leading to loss of information about the strength of the input^1–4^. While heterogeneity within a cell population can be beneficial in some cases^5^, typical signalling pathways rather evolved to transmit information precisely in order to enable reliable input-dependent cellular responses.

The precision of signal decoding by cellular networks can be estimated using information theoretic approaches^6–11^. As the input (e.g. concentration of a chemical stimulant) varies and this change is transmitted via a signalling pathway, the change in the output (e.g. stimulated expression of a gene) carries information about the input variable. In general, the precision with which the input value can be estimated from measuring the output improves with larger changes (i.e. dynamic range) of the output and with lower output noise. According to Cramėr–Rao inequality, the error in estimating the input from the output is bounded by the Fisher information^12^, defined as the relative entropy change of the output distribution for an infinitesimal change in the input around a given input value.

Furthermore, information transmission capacity of signalling systems can also be estimated by calculating the mutual information^2,13^, which is increasingly being used to characterize biochemical signalling networks^1,6,8–11,14^. The mutual information measures the mutual interdependence between the input and the output distributions by calculating the relative entropy of the output distributions conditioned on the input with respect to the unconditioned output distributions. In both cases, more information can be extracted about the input from the output distribution if the relative entropy change is large.

Cells apparently evolved several strategies to improve information transmission in the presence of the stochastic noise, using multiple genes^2^ or multiple time points (i.e. time-averaging)^15^ for readout or by actively suppressing noise^16,17^. The latter includes utilization of negative feedbacks, which have been shown both theoretically and experimentally to reduce signalling noise and therefore to enhance the information transfer^16–18^. Furthermore, negative feedbacks can reduce basal activity (i.e. activity in the absence of signal) and/or the activity of fully stimulated network—which can, dependent on the system, either increase or decrease the output range and thus information transfer^2,13^. Although increasing the accuracy of signalling typically imposes additional energetic cost^19–21^, to which extent this fundamental trade-off between information and energy is reflected in the properties of cell signalling networks remains largely unclear.

We address this question by focusing on the negative feedback regulation within the pheromone response (or mating) pathway in *Saccharomyces cerevisiae*, one of the most studied examples of eukaryotic signalling. This pathway mediates communication and ultimately mating between two haploid mating types of *S. cerevisiae*, *MAT***a** and *MAT*α, which secrete a- and *α*-pheromones, respectively. Each pheromone is sensed by the opposite mating type, whereby perception of pheromone by a G protein-coupled receptor (Ste2 in *MAT***a**) stimulates the canonical mitogen-activated protein kinase (MAPK) cascade, leading to activation of the MAPKs Fus3 and Kss1^22–24^. Fus3, the major MAPK of the mating pathway, induces cell-cycle arrest, mating-specific changes in cell morphology and, via activation of the transcriptional activator Ste12, expression of mating genes including genes that encode components or regulators of the MAPK cascade^25–29^. Previous studies demonstrated that the pheromone pathway transmits information with high precision, as exemplified by a linear relationship between receptor occupancy and downstream responses (“dose–response alignment”)^30^ and by a uniform morphological transition of cell population into a mating-competent state (“shmooing”) at a critical pheromone concentration^27,31^. Such uniformity in the output implies existence of, likely multiple, mechanisms to improve precision of information transmission within the pathway. Indeed, the negative feedback within the pheromone pathway provided by Sst2, a GTPase-activating protein (GAP) for the receptor-coupled G protein α-subunit, appears to fulfil such function^30,32^.

Here, we primarily investigate the feedback regulation by Msg5, a dual-specific phosphatase for Fus3. Our experimental and computational analyses show that the pheromone-dependent transcriptional induction of Msg5 reduces variability and increases the dynamic range of the pathway output, hence increasing information transmission. Selection for increased accuracy could thus explain the presence of negative feedback regulation mediated by phosphatases as a common feature of the MAPK pathway topology. We further investigate the sensitivity of induction of the negative feedback provided by Msg5, which is activated at much higher pheromone dose than the upstream-acting negative feedback provided by Sst2^28,29^. We demonstrate that, while the precision of input estimation could be significantly enhanced by artificially increasing the sensitivity of *MSG5* gene induction, the naturally observed regulation appears optimal when considering energy investment into operation of the signalling pathway. We argue that such regulatory design, with lower induction sensitivity of the downstream feedback, might in general (optimally) balance accuracy of signalling against the energetic cost of pathway operation. Finally, we confirm experimentally that the phosphorylation/dephosphorylation cycle at the core of the MAPK signalling pathway has measurable fitness cost, thus likely placing it under evolutionary selection pressure.

## Results

### *MSG5* and *SST2* are induced at different pheromone doses

Since we were interested in feedback regulation within the *S. cerevisiae* pheromone pathway that could be provided by transcriptional induction (i.e. transcriptional feedback regulation), we first determined which pathway-associated genes, and at what dose, are activated by the pheromone stimulation using transcriptomics (see “Methods”). 

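RNA was sequenced from *MAT***a** cells of budding yeast, the mating type that senses *α*-pheromone, 60 min after addition of pheromone. There were 18 libraries in 2 independent experiments, each with its own mock-treated library. Experiment 1 covered 0, 1, 5, 10, 15, 20, 50, 100 and 500 nM, and experiment 2 covered 0, 0.05, 0.25, 1, 5, 10, 20, 50 and 500 nM, with 1 library per dose and experiment. The authors depleted ribosomal RNA and mapped the strand-specific reads with Bowtie 2 to an Ensembl yeast genome. They deposited RPKM values (reads on a transcript over its length and over the mapped reads of the library) for 7126 genes. The release of that genome and the handling of reads with several map positions are not named in the paper's text. Low RPKM values were multiples of what 1 read is worth, which gave library totals of 4869909 to 12340270 mapped reads in experiment 1 (median 10279914) and 9720290 to 16660802 in experiment 2 (median 11810410). The smallest total belonged to the 500 nM library of experiment 1. For a transcript of 1000 bases, 3 reads correspond to 0.180 to 0.616 RPKM, a floor that covers counting error only. Starting from the RPKM values, genes were tested with limma on log2(RPKM + 1), with the experiment as a block, for genes with a mean RPKM of at least 1. The 7 libraries at 20 nM and above were compared with the 4 libraries at 0, 0.05 and 0.25 nM, and each dose used in both experiments was compared with 0 nM. Fold changes on this scale understate the change of genes with low RPKM. Positions are given in the R64 annotation of the yeast genome, to which genes were matched by their systematic names.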

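Transcripts of *KSS1* (YGR040W, chromosome VII from 575398 to 576504 in R64), the gene of the second MAPK of the pathway, were present in every library, at 21.8 to 33.5 RPKM (median 28.7). RPKM values show the transcript and not whether the kinase encoded is functional. The level was 25.1 ± 2.80 (SD, n = 4) RPKM at 0.25 nM and under and 31.7 ± 1.62 (SD, n = 7) RPKM at 20 nM and above. The log2 fold change was 0.35 (standard error 0.08, adjusted p = 0.00452, limma with Benjamini-Hochberg adjustment), below the 2-fold threshold.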

Here, we exclusively focused on the branch of pheromone signalling mediated by MAPK Fus3, by utilizing strains devoid of the functional Kss1. Furthermore, all strains used for quantitative measurements of the *α*-pheromone responses were deleted for the *α*-pheromone-protease gene *BAR1* and for *α*-pheromone genes *MFα1* and *MFα2* to respectively avoid pheromone degradation or possible self-stimulation due to background expression of *α*-pheromone by *MAT***a** cells.

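The deleted genes were at or near 0 RPKM. *BAR1* (YIL015W, chromosome IX from 322342 to 324105) had at most 0.288 RPKM in any of the 18 libraries, which is 6 reads or fewer. *MFα1* (YPL187W, chromosome XVI from 193648 to 194145) had at most 0.129 RPKM and *MFα2* (YGL089C, chromosome VII from 344791 to 345153) at most 0.271 RPKM, each from 1 read. *ARG4*, which is deleted in the sequenced strain as well, had at most 0.244 RPKM. *HIS3*, *TRP1* and *SUC2*, which are deleted in the parental background, were listed at 0 in all libraries.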

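*STE2* (YFL026W, chromosome VI from 82580 to 83875) was at 484 ± 29.8 (SD, n = 4) RPKM at 0.25 nM and under and at 1095 ± 73.0 (SD, n = 7) RPKM at 20 nM and above. The change was 1.18 on the log2 scale (standard error 0.07, adjusted p = 4.9e-07, limma with Benjamini-Hochberg adjustment). *SST2* (YLR452C, chromosome XII from 1039270 to 1041366) was at 114 ± 10.7 (SD, n = 4) RPKM at 0.25 nM and under and at 349 ± 30.5 (SD, n = 7) RPKM at 20 nM and above. The change was 1.57 on the log2 scale (standard error 0.08, adjusted p = 2.0e-07, limma with Benjamini-Hochberg adjustment). *FUS3* (YBL016W, chromosome II from 192451 to 193512) was at 61.1 ± 4.74 (SD, n = 4) RPKM at 0.25 nM and under and at 255 ± 19.5 (SD, n = 7) RPKM at 20 nM and above. The change was 2.01 on the log2 scale (standard error 0.07, adjusted p = 3.5e-08, limma with Benjamini-Hochberg adjustment). *MSG5* (YNL053W, chromosome XIV from 529942 to 531411) was at 28.5 ± 2.86 (SD, n = 4) RPKM at 0.25 nM and under and at 83.1 ± 23.6 (SD, n = 7) RPKM at 20 nM and above. The change was 1.40 on the log2 scale (standard error 0.22, adjusted p = 6.3e-04, limma with Benjamini-Hochberg adjustment). *DIG2* (YDR480W, chromosome IV from 1417399 to 1418370) was at 12.2 ± 0.522 (SD, n = 4) RPKM at 0.25 nM and under and at 38.1 ± 13.6 (SD, n = 7) RPKM at 20 nM and above. The change was 1.41 on the log2 scale (standard error 0.27, adjusted p = 0.00227, limma with Benjamini-Hochberg adjustment). Each coding sequence has a single exon and no stretch elsewhere in R64 that is near-identical to it. The SD at 20 nM and above is taken over different doses. With each library left out in turn, the log2 fold change stayed in the range 1.15 to 1.22 for *STE2*, 1.52 to 1.63 for *SST2*, 1.97 to 2.05 for *FUS3*, 1.26 to 1.56 for *MSG5* and 1.26 to 1.62 for *DIG2*.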

We find that, of the core pathway and regulatory components, expression of genes encoding the receptor Ste2, the GAP of the receptor-coupled Gα protein (Sst2), the kinase Fus3, its phosphatase Msg5 and the inhibitor of transcriptional activator Ste12 (Dig2) were upregulated (Supplementary Fig. 1), in a general agreement with the previous reports^28,29,33^. This suggests that the pheromone pathway is regulated by at least two pairs of positive/negative feedback loops, respectively, at the upper and lower levels of the cascade (Fig. 1a). 

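For each gene, RPKM was divided by the gene's highest RPKM in the same experiment, and a sigmoidal (Hill) function with a plateau of 1 was fitted to the 18 libraries. Intervals are percentiles of 2000 bootstrap resamples of the residuals. Residuals were pooled over all 18 libraries, so the intervals cover scatter about the joint fit and not the difference between the experiments. The EC50 was 6.42 nM for *STE2* (95% interval 4.25 to 8.50 nM), 6.27 nM for *SST2* (95% interval 4.66 to 7.75 nM), 7.87 nM for *FUS3* (95% interval 6.15 to 9.77 nM) and 29.0 nM for *MSG5* (95% interval 25.8 to 32.6 nM). The intervals of *STE2*, *SST2* and *FUS3* overlap, and that of *MSG5* lies above all of them. Fitted to each experiment alone, the EC50 of *STE2* was 4.55 nM in experiment 1 and 6.54 nM in experiment 2. For *SST2* these values were 4.05 and 7.17 nM, for *FUS3* 6.19 and 8.87 nM, and for *MSG5* 26.4 and 34.1 nM. The value of *SST2* in experiment 1 and that of *MSG5* in experiment 2 lie outside their intervals. The largest shift among the alternatives that used both experiments came, for *STE2*, *SST2* and *FUS3*, from fitting log2(RPKM + 1) in place of RPKM, which gave 2.19, 2.48 and 5.90 nM. For *MSG5* it came from dividing by the mean RPKM at 20, 50 and 500 nM, which gave 17.9 nM. On the log2 scale the EC50 is the midpoint of the log2 change, which is another quantity. Dividing by that mean sets a plateau that *MSG5* passes at the highest doses.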

We quantified induction sensitivities to pheromone of feedback regulators by determining EC_50_ values, i.e. pheromone concentrations for achieving half-maximal induction (Fig. 1b). Notably, while both positive feedbacks (Ste2 and Fus3) and the upstream-acting negative feedback mediated by Sst2 become induced already at the low pheromone dose, the downstream-acting Msg5 negative feedback was upregulated only at much higher pheromone levels (Fig. 1b and protein colouring in Fig. 1a).

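At 10 nM the log2 fold change over 0 nM was 1.05 (standard error 0.08, adjusted p = 3.3e-05) for *STE2*, 1.40 (standard error 0.11, adjusted p = 3.3e-05) for *SST2* and 1.64 (standard error 0.16, adjusted p = 1.8e-04) for *FUS3*. For *MSG5* it was 0.25 (standard error 0.07, adjusted p = 0.0310). These values are from limma with Benjamini-Hochberg adjustment, with 2 libraries per dose. *MSG5* reached 0.77 (standard error 0.07, adjusted p = 3.9e-05) at 20 nM. Among the doses used in both experiments, it first passed the 2-fold threshold at 50 nM, with 1.34 (standard error 0.07, adjusted p = 5.4e-07). The log2 ratio of the EC50 of *MSG5* to that of another gene was 2.22 against *STE2* (adjusted p = 0.0236), 2.24 against *SST2* (adjusted p = 0.0186) and 1.93 against *FUS3* (adjusted p = 0.0186). The p-values are from a two-sided permutation test with 100000 resamples and Benjamini-Hochberg adjustment over 7 comparisons. It swapped the values of both genes within libraries, after each gene had been scaled from its lowest to its highest value in the experiment. On simulated pairs with equal EC50 and the scatter of the real genes, this test gave p under 0.05 for 2.50% to 8.50% of pairs. The share was 7% for *STE2*, 7% for *SST2* and 8.5% for *FUS3*. Both genes of a simulated pair also had the same Hill coefficient. The fitted ones were 1.71 for *MSG5*, 2.60 for *STE2*, 2.29 for *SST2* and 2.84 for *FUS3*. Pairs with equal EC50 but unequal Hill coefficients were not simulated. Within a single experiment the test has fewer libraries. The adjusted p-values of the exact permutation test for these 3 comparisons were 0.116 to 0.118 in experiment 1 and 0.319 in experiment 2. From these EC50 values, the paper distinguishes the positive feedbacks through Ste2 and Fus3 and the negative feedback through Sst2, induced at low doses, from the negative feedback through Msg5. The paper states that the latter is induced only at much higher doses.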

**Fig. 1:**
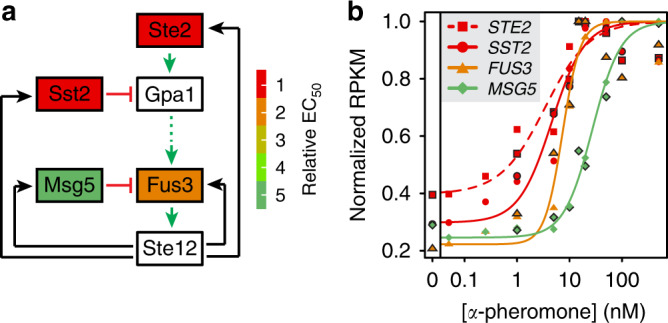
Activation of the pheromone response pathway induces multiple feedback loops. **a** Simplified depiction of the pathway and its feedback regulators. Activation of the pheromone receptor Ste2 leads, through a signalling cascade, to activation of MAP kinase Fus3. Fus3-dependent phosphorylation of transcriptional activator Ste12 stimulates the expression of Ste2 and Fus3 as well as of two negative pathway regulators: Sst2, a GTPase activating protein (GAP) for Gα protein Gpa1; and Msg5, a phosphatase for Fus3. These upregulated components are coloured according to relative EC_50_ values (normalized to the lowest value, approximately 4 nM for *STE2*) of their mRNA dose responses; mRNA levels of pathway components in white boxes were not upregulated. Black arrows denote transcriptional feedback regulation, green (dashed) arrows denote (indirect) activation and red blunt-end arrows indicate inhibiting activity. **b** Dose dependence of pheromone activation for the indicated genes encoding pathway components. Shown are normalized RNA levels as measured in two independent RNA sequencing experiments (symbols with and without frames, respectively) at 60 min after addition of respective dose of pheromone in a strain deleted for α-pheromone protease gene *BAR1* (Supplementary Table 1). Lines are fits with a sigmoidal function used to infer EC_50_ values, used for the colour scale in **a**, **b**.

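None of the genes drawn as white boxes reached 2-fold over the mock-treated library at any dose in either experiment. Among *GPA1*, *STE18*, *STE4*, *CDC24*, *CDC42*, *STE20*, *STE11*, *STE50*, *STE7*, *STE5*, *PTC1*, *PTP3*, *DIG1* and *STE12*, the highest ratio of (RPKM + 1) to that of the mock was 1.62 in experiment 1, for *GPA1*. In experiment 2 it was 1.52, for *STE18*. Changes under the threshold were detected. *GPA1* (YHR005C, chromosome VIII from 113499 to 114917) had a log2 fold change of 0.55 at 20 nM and above (standard error 0.06, adjusted p = 6.1e-05, limma with Benjamini-Hochberg adjustment) and *STE12* (YHR084W, chromosome VIII from 274174 to 276240) of 0.38 (standard error 0.08, adjusted p = 0.00470, same test). *STE18* (YJR086W, chromosome X from 586068 to 586400) rose by 0.51 (adjusted p = 8.4e-04), *STE4* (YOR212W, chromosome XV from 742910 to 744181) by 0.32 (adjusted p = 6.8e-04) and *PTC1* (YDL006W, chromosome IV from 439909 to 440754) by 0.34 (adjusted p = 0.00354, same test). For *PTC1* the adjusted p was 0.0582 against the mock libraries only. *STE20* was higher in experiment 1 at every dose used in both experiments, with a mock SD of 12.1 RPKM around 26.5 RPKM (n = 2).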

### Negative feedbacks improve information transmission

We subsequently investigated the role of the negative feedbacks and their different induction sensitivities in the regulation of the pathway output. Since negative regulation by Sst2 has been already shown to suppress noise in the pheromone pathway^32^, we focused on the negative feedback regulation by Msg5. To examine the noise-suppressing capability of Msg5, we measured the output fluorescence of the pheromone-responsive *P*_*FUS1*_-GFP reporter in individual cells by fluorescence microscopy (see “Methods”). Indeed, we found that in the absence of either Sst2 or Msg5 the reporter output became more sensitive to low doses of pheromone (Fig. 2a). Moreover, the intercellular variability of the output in the population—total noise (*η*_tot_), determined as the coefficient of variation (CV) of reporter activity—significantly increased (Fig. 2b). While the effect of *MSG5* deletion (*msg5Δ*) was mild compared to *sst2Δ*, it was further unmasked by deletion of phosphatase Ptp3. 

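*PTP3* (YER075C, chromosome V from 308413 to 311199) did not rise with pheromone. Its log2 fold change at 20 nM and above was -0.31 (standard error 0.10, adjusted p = 0.0354, limma with Benjamini-Hochberg adjustment), from 20.6 ± 3.42 (SD, n = 4) to 17.8 ± 3.24 (SD, n = 7) RPKM. A fall was not detected with each library centred on its median (-0.22, adjusted p = 0.125) or with quantile normalization (-0.14, adjusted p = 0.285). Nor was one detected with 500 nM left out (adjusted p = 0.107) or without the experiment as a block (adjusted p = 0.269). In neither experiment was any pheromone-treated library above the mock-treated one.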

Ptp3 thus seems to partly compensate the loss of Msg5, although it is not transcriptionally induced by pheromone (Supplementary Fig. 1A) and in itself had nearly no impact on pathway response and noise (Fig. 2a). 

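*PTP2* (YOR208W, chromosome XV from 733925 to 736177) rose only at the highest doses. Its log2 fold change over 0 nM was -0.00177 (standard error 0.09, adjusted p = 0.991) at 20 nM, 0.46 (standard error 0.09, adjusted p = 0.00320) at 50 nM and 1.54 (standard error 0.09, adjusted p = 8.6e-07) at 500 nM (limma with Benjamini-Hochberg adjustment, 2 libraries per dose). The EC50 was 64.9 nM (95% interval 59.4 to 71.5 nM), and 63.1 nM in experiment 1 and 79.5 nM in experiment 2. The value in experiment 2 lies outside the interval. Over all libraries at 20 nM and above, which include doses where it had not yet risen, the log2 fold change of *PTP2* was 0.79 (standard error 0.35, adjusted p = 0.0966, same test). It was 0.97 with quantile normalization (adjusted p = 0.0452) and 0.92 without the experiment as a block (adjusted p = 0.0488). With all 18 libraries in the fit it was 0.79 (adjusted p = 0.0251). The adjusted p stayed above 0.05 with centring on the median (0.0647), mock libraries only (0.268) and 500 nM left out (0.238). The same held for limma-voom on reads recovered from RPKM (0.105) and for other pseudocounts and filters on low values (0.0948 to 0.111).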

Another phosphatase, Ptp2, that was induced by the pheromone (Supplementary Fig. 1B) had virtually no effect on pheromone signalling (Supplementary Fig. 2). Besides increasing output noise, absence of either Msg5 or Sst2 lowered the threshold of pheromone stimulation and also elevated the basal pathway activity. Since the maximal output responses remained nearly unaffected, these deletions thus effectively reduced the output range.

**Fig. 2:**
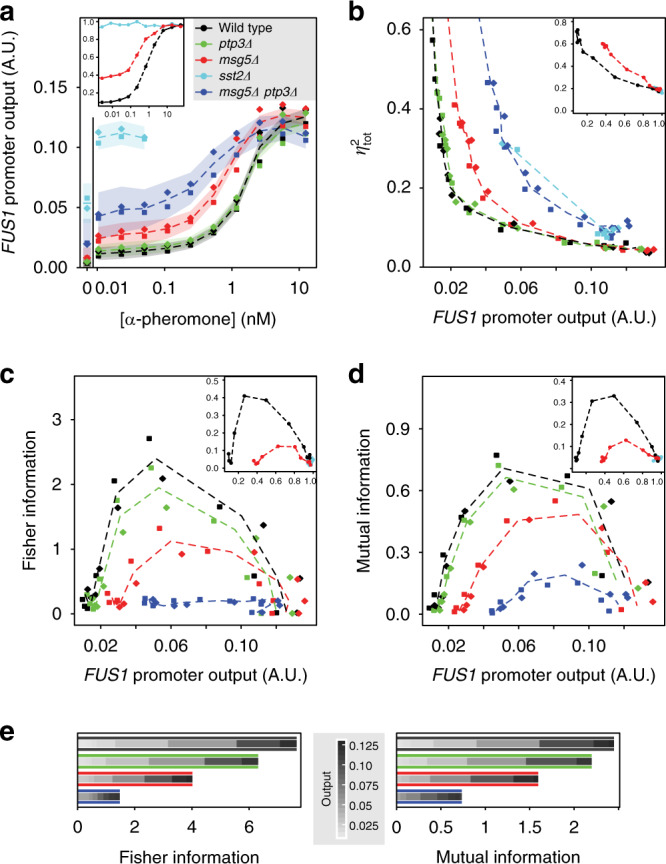
Negative feedback regulators improve accuracy of input estimation and information transmission. **a** Dose dependence of pathway activation, measured using activity of a *P*_*FUS1*_*-*GFP pathway reporter, for wild type (black) and strains deleted for negative regulators (colours as indicated). Data were collected between 140 and 210 min after pheromone addition, using time-lapse microscopy (see “Methods”), in two independent experiments (shown with different symbols). Dashed lines connect means for both experiments and serve as a guide to the eye; shaded areas centred on those lines show cell-to-cell variabilities (s.d.) across the cell populations, again averaged over both experiments with at least 300 cells per point and experiment. **b** Pathway noise, calculated as the coefficient of variation of *P*_*FUS1*_*-*GFP levels across the population, in the individual experiments (symbols as in **a**), plotted against the *P*_*FUS1*_*-*GFP output. Dashed lines connect the means of noise and *P*_*FUS1*_-GFP output for both independent experiments. **c**, **d** Fisher (**c**) and mutual (**d**) information, calculated as described in “Methods” independently for both experiments (symbols are as in **a**). Notably, although mutual information was calculated between the pheromone input and the pathway output, it was plotted against the pathway output at a particular pheromone input for better comparison between strains that have different sensitivities to pheromone. Dashed lines connect means for both independent experiments. Fisher and mutual information are not shown for *sst2Δ* strain. Insets in **a**–**d** show results of stochastic simulations using a simplified mathematical model of the pheromone pathway (see main text). **e** Aggregated, i.e. summed up over the whole output range, Fisher (left) and mutual (right) information, with individual contributions at different output levels shown in different shades of grey. Aggregated information was calculated from means for both independent experiments. Edges of bars are coloured according to the strains as indicated in **a**.

In order to quantify signalling accuracy in wild type and mutant strains, we invoked an information theory approach. As mentioned above (see “Introduction”), both output range and pathway noise impact the signalling precision and amount of information that can be transmitted through a signalling pathway^2,13,16,30^. Precision in the input estimation can be characterized locally (i.e. at different pathway outputs) by the Fisher information^12,34^ (see Supplementary Note 1 for more details). Fisher information was indeed significantly higher, virtually over the whole range of pathway outputs, for the wild type as compared to *msg5Δ* or *msg5Δ ptp3Δ* strains (Fig. 2c). Consequently, aggregated Fisher information was highest for the wild type, too (Fig. 2e, left). In order to distinguish respective contributions of increased output range and decreased noise to the Msg5-mediated improvement of information transmission, Fisher information was also calculated when projecting noise levels of the wild type onto *msg5Δ* dose responses and vice versa. We found that individual contributions of the output range expansion and noise suppression by Msg5 to the improved information transmission were roughly equal and synergistic (Supplementary Fig. 3). Thus negative feedbacks improve accuracy of input estimation by both expanding the dynamic range of the output and lowering the output noise.

To confirm these results obtained using Fisher information, we also calculated mutual information, another frequently used measure of information transmission^35^. To directly compare these two measures of information transmission, mutual information was calculated locally at a particular level of pathway stimulation, as done previously^14^ (Supplementary Note 1). Relative differences in transmitted mutual information between strains were comparable to those observed for Fisher information (Fig. 2d, e, right panel). Notably, similar differences between strains were observed at other time points of stimulation for both Fisher and mutual information (Supplementary Fig. 4).

Finally, we tested whether it is the negative transcriptional feedback or simply the negative regulation of the pathway that are important for enhanced precision, by constitutively expressing *MSG5* under control of a doxycycline-inducible promoter. Such constitutive Msg5 production could only partially rescue the output range, noise suppression and precision (Supplementary Fig. 5), implying that pathway-dependent induction of the transcriptional feedback is indeed crucial.

### Sensitized *MSG5* induction improves information transmission

Although both Sst2 and Msg5 negative feedback regulators improve information transmission, they display different induction sensitivities, with Sst2 that acts upstream in the pathway being induced at lower dose than the downstream-acting Msg5. In order to study the impact of the dose dependence of feedback induction in silico, we constructed a simplified mathematical model of pheromone signalling that consists of a two-step phosphorylation cascade activated by pheromone at the upper level and incorporates two negative (Sst2 and Msg5) as well as two positive (Fus3 and Ste2) feedbacks (Supplementary Fig. 6A, see “Methods” and Supplementary Note 2 for details). Simulations of this model qualitatively confirmed that negative feedbacks reduce basal activity and noise of the pathway output, therefore enhancing Fisher and mutual information (Fig. 2a–d insets).

We then used this model to investigate the dependence of the signalling accuracy on induction sensitivity of the Msg5 feedback by systematically varying *K*_D_ value that quantifies binding strength of active Ste12 (i.e. phosphorylated Ste12-P) to *MSG5* promoter and calculating resulting dose responses to pheromone, output noise and Fisher information (Fig. 3a, Supplementary Fig. 6B, C). Interestingly, simulations predicted that maximum information would be transmitted by the pathway at the highest sensitivity of *MSG5* induction (Fig. 3a), in contrast to the experimentally observed low induction sensitivity.

**Fig. 3:**
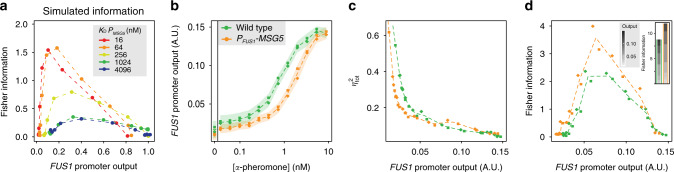
Sensitized MSG5 induction leads to improved input estimation. **a** Dependence of simulated Fisher information on sensitivity of *MSG5* feedback induction, altered by adjusting the parameter defining binding affinity of active Ste12-P to the *MSG5* promoter (*K*_D_ *P*_*MSG5*_). For simulation of the wild type in Fig. 2, *K*_D_ was 700 nM. **b**–**d** Effect of sensitized *MSG5* feedback induction on dose dependence of the pathway response (**b**), noise (**c**) and Fisher information (**d**). *MSG5* induction was sensitized by replacing its native promoter with *P*_*FUS1*_ promoter that responds with higher sensitivity to pheromone. Data were acquired between 110 and 170 min after pheromone addition in two independent experiments (shown with different symbols in **b**–**d**). Dashed lines serve as guides to the eye and connect means for both experiments; shaded areas in **b** centred on those lines show cell-to-cell variabilities (s.d.) across the cell populations, again averaged over both experiments. Similar results were observed when *MSG5* induction was sensitized using other promoters (Supplementary Fig. 6). Inset in **d** shows aggregated Fisher information calculated with means for both experiments.

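The native *FUS1* transcript (YCL027W, chromosome III from 71803 to 73341) had an EC50 of 11.2 nM (95% interval 9.33 to 12.9 nM). The log2 ratio of the EC50 of *MSG5* to it was 1.40 (adjusted p = 0.0186, two-sided permutation test). *FUS1* rose from 22.5 ± 3.70 (SD, n = 4) RPKM at 0.25 nM and under to 322 ± 56.7 (SD, n = 7) RPKM at 20 nM and above. At 5 nM it was already 1.79 above 0 nM on the log2 scale (standard error 0.26, adjusted p = 0.00579, limma with Benjamini-Hochberg adjustment). This rise differed between the experiments, from 23.0 to 131 RPKM in experiment 1 and from 20.8 to 46.0 RPKM in experiment 2.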

To test this model prediction experimentally, we replaced the native promoter of *MSG5* with *P*_*FUS1*_ promoter that is induced by lower levels of pheromone (Supplementary Fig. 1). The modified induction of *MSG5* both decreased basal pathway activity and improved suppression of noise, particularly in the lower range of activity (Fig. 3b, c), similar to the results of model simulations (Supplementary Fig. 6B). Consequently, the overall information transmission increased, while its range slightly shifted to lower activity as compared to the wild type (Fig. 3d), again confirming model predictions. We obtained similar results for high-sensitivity induction of *MSG5* by other pathway-dependent promoters, in these cases measured using flow cytometry (Supplementary Fig. 7). Notably, our analysis showed that both lowered basal pathway activity and reduced noise at low pathway activity contributed to the observed increase in Fisher information (Supplementary Fig. 8).

### Sensitive feedback induction maximizes information

We next systematically investigated the dependence of information transmission through the pathway on the induction sensitivities of both negative feedbacks, Sst2 and Msg5. Since in our simulations information transmission to the downstream transcriptional reporter is reduced by saturation of the phosphorylation and DNA-binding functions of Ste12 (Supplementary Fig. 9A), we calculated total information (i.e. information averaged over all simulated inputs) based on active Fus3 (i.e. double-phosphorylated Fus3-PP) as the output. Also at this level, the information transmission was reduced in the absence of negative feedback regulators Sst2 and Msg5 (Supplementary Fig. 9B). Consistent with simulation of the transcriptional output (Fig. 3a), maximal aggregated (total) transmission information contained in Fus3-PP was observed at similarly high induction sensitivities (i.e. low *K*_D_ values) for Msg5 and Sst2 (Fig. 4a, Supplementary Fig. 10). Notably, similar to our experiments, varying *K*_D_ values in the simulations not only changed the sensitivity of induction (i.e. EC_50_ value) but, at the same time, also altered dynamic ranges of the analysed output.

**Fig. 4:**
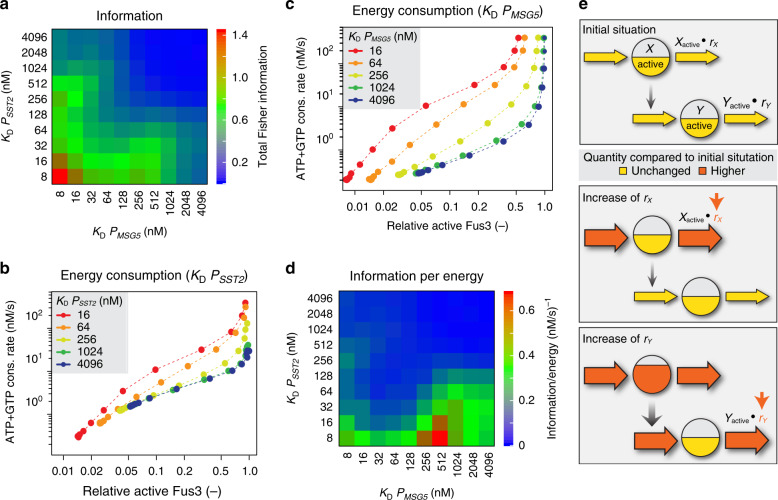
Induction of negative feedback regulators may balance accuracy versus energy investment. **a** Simulated dependence of pathway accuracy (information) on sensitivities of *SST2* and *MSG5* induction. The heat map shows total Fisher information of active Fus3 (Fus3-PP) over the same 5 × 10^6^ range of stimulus strength (see main text and Supplementary Fig. 8 for details) for varying binding affinities (*K*_D_) of Ste12-P to *SST2* and *MSG5* promoters. **b**, **c** Simulated energy (ATP+GTP) consumption rates as a function of relative active Fus3 (Fus3-PP normalized to maximum per plot) for different induction sensitivities of *SST2* (**b**) and *MSG5* (**c**). Binding affinities of Ste12-P to *SST2* and *MSG5* promoters were changed individually while keeping affinity to the respective other promoter fixed at 8 nM. **d** Simulated dependence of information per energy on sensitivities of feedback induction. The heat map shows total Fisher information per energy (see text for details) simulated as in **a**. **e** Cartoon illustrating difference between energetic costs of negative feedback regulation at two stages of a simulated signalling cascade. Here, activities of two consecutive positive regulators (*X* and *Y*), indicated by filling heights of the respective circles, are determined by the influx (e.g. phosphorylation) and outflux (e.g. dephosphorylation) rates of energy. Influx rates at the upper (lower) level depend on the signal strength (e.g. pheromone stimulation) and activity of the upstream regulator, respectively. Outflux rate constants (*r*_*X*_, *r*_*Y*_) correlate with the activities of negative regulators (e.g. phosphatases). Red colour indicates increase in quantities compared to the initial situation (upper panel). In order to sustain constant cascade output *Y*_active_ while increasing *r*_*x*_ (middle panel), the increased outflux requires compensation by higher influx into *X* (i.e. stronger stimulation is required to achieve the same output). In this case, increased flux of energy solely at the affected level is sufficient for compensation. However, when increasing *r*_*Y*_ (lower panel), the compensatory higher influx into *Y* additionally requires an increase in *X*_active_, which in turn requires higher influx into *X*. Thus compensation of increased *r*_*Y*_ entails increased energy fluxes on both cascade levels.

### Information transmission is balanced by energy consumption

Since both experiments and modelling suggest that induction sensitivity of the Msg5-mediated negative feedback in the pheromone signalling pathway may not to be optimized for maximizing information transmission, we asked in which respect the naturally observed design might be superior to a potential information-maximizing design. While having the capacity to reduce noise and/or increase the output range, negative (feedback) regulation requires energy. In the cases of Msg5 and Sst2 feedbacks, this means consumption of adenosine triphosphate (ATP) in cycles of phosphorylation and dephosphorylation (subsequently simply referred to as phosphorylation cycles) and increased consumption of guanosine triphosphate (GTP) for activation and de-activation cycles of receptor-coupled G protein, respectively. Generally, maintaining a given pathway output in the presence of negative (feedback) regulation entails higher energy consumption than its absence, which might constrain optimization of negative feedback regulation. We estimated that the rate of ATP consumption that is required to maintain half of total Fus3 molecules phosphorylated^36^, ~10^4^ molecules/cell at full pathway induction, amounts to 0.2% of total cellular energy use in rich medium (Supplementary Note 5). Thus the cost of energy investment in operating the MAPK signalling pathway might be sufficiently high to affect cellular fitness. This estimated cost of continuous phosphorylation cycle of Fus3 is comparable to the cost of cellular investment into the biosynthesis of signalling proteins (Supplementary Note 5), reminiscent of signalling in bacterial chemotaxis^19^, and thus, indeed, might be subject to evolutionary optimization.

Consequently, in our model simulations, we took into consideration the energy consumed during the signalling process, GTP at the upper level and ATP at the lower level. Intuitively, in order to maintain a given pathway output, higher activity of a negative regulator requires stronger pathway activation by the pheromone, which increases turnover of GTP and/or ATP. Induction of a negative feedback regulator already at low levels of pathway stimulation should result in increased energy consumption over a wide range of pathway activities. This effect is indeed apparent when varying induction sensitivities of both *SST2* (Fig. 4b) and *MSG5* (Fig. 4c). However, while the increase in energy consumption with increased sensitivity is relatively modest for *SST2*, it is much more pronounced for *MSG5*. To take into account both information transmission and energy consumption in our simulations, we calculated integrated information per energy^37^, or energy efficiency, for different sensitivities of feedback induction:

1 $${\rm{Efficiency}} = {\int}_{\theta _1}^{\theta _2} {\frac{{F\left( \theta \right)}}{{E\left( \theta \right)}}P\left( \theta \right){\rm{d}}\theta }.$$

Here, *F(θ)* is the Fisher information, *E(θ)* is the energy expenditure and *P(θ)* is the probability of the input (Supplementary Notes 1 and 4). This definition is convenient in restricting our energy calculation to the range of pathway stimulation that contains information. In contrast to the maximal information transmission (Fig. 4a), maximal information per energy was obtained at high-sensitivity *SST2* and low-sensitivity *MSG5* induction (Fig. 4d and Supplementary Note 4), which is consistent with our experimental observations. This finding indicates that the natural design of the MAPK pathway might be tuned to balance the precision of information transmission with energy investment needed to enable high precision. More generally, our analysis suggests that for signalling cascades that include negative feedbacks acting at different levels of the cascade—a common feature of eukaryotic signalling^38,39^—induction of downstream-acting regulators with lower sensitivity than those acting upstream might be fundamentally beneficial from an energetic perspective (Fig. 4e, see “Discussion”).

### Cycling of MAPK phosphorylation reduces growth fitness

While theoretically deducible, the effect of energy consumption within the signalling cascade on cellular fitness has not been shown experimentally. Given its small cost in comparison to total cellular energy consumption, direct measurement of the phosphorylation-cycle effect on cellular energy turnover would not be feasible. However, the effect could become measurable as growth disadvantage under long-term competition with continuous activity of the phosphorylation cycle. We hence performed such experiment by using two different enzymatically inactive Fus3 variants, one of which could, however, still be phosphorylated (Fus3-K42R) while the other could not (Fus3-KTY) (Fig. 5a and Supplementary Fig. 11A)^40^. Since the background strain used for our experiments lacks functional Kss1 (see above), replacement of wild-type Fus3 with these inactive variants completely abolished transmission of the pheromone signal further downstream (Supplementary Fig. 11B, C). Thus comparing growth of strains expressing either of the two Fus3 variants along with mNeongreen or mTurquoise to allow their discrimination enabled us to selectively assess the effect of pheromone-dependent Fus3 phosphorylation cycle.

**Fig. 5:**
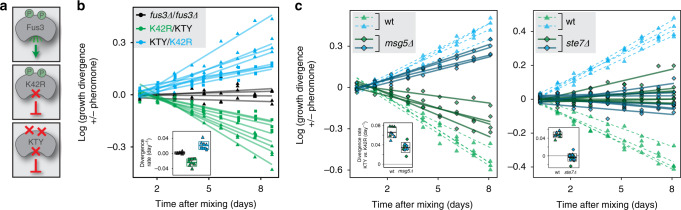
Continuous dephosphorylation/phosphorylation of enzymatically inactive Fus3 lowers competitive growth fitness. **a** Schematic depiction of employed Fus3 variants. A single amino acid replacement renders Fus3-K42R and -KTY enzymatically inactive and thus incapable of transmitting the signal. Fus3-KTY additionally carries amino acid replacements at both phosphorylation sites. **b** Fitness cost of phosphorylation cycle, monitored over time as the ratio between mNeongreen (Ng)- and mTurquoise (Tq)-expressing cells grown in a co-culture in the presence of pheromone (20 nM), normalized to the corresponding ratio in absence of pheromone. Different colours depict co-cultures of competing strains that carry different *fus3* alleles and fluorescent markers: *fus3Δ*+Ng vs. *fus3Δ*+Tq (black), *fus3-K42R*+Ng vs. *fus3-KTY*+Tq (green) and *fus3-KTY*+Ng vs. *fus3-K42R*+Tq (blue). For each pair, four co-cultures per genotype with independent transformants were tested. Co-cultures were grown for several days with re-inoculation twice a day and flow cytometric measurements once a day to determine ratios of Ng- to Tq-expressing cells. Combinations of *fus3-K42R*- and *-KTY*-expressing cells were analysed in two independent experiments (depicted by different symbols), while control of *fus3Δ* vs. *fus3Δ* was analysed in one experiment. Lines are linear fits for individual co-cultures. Slopes derived from these fits quantify the rate of divergence of Ng/Tq ratios between co-cultures grown in the presence and absence of pheromone (Inset). Centres and boundaries of boxes in the *Inset* depict means +/− s.d.; colouring for different co-cultures is according to the main plot. In pairwise comparisons using two-sided *t* test, *p* value was 7.08e−5 with 95% confidence interval (CI) ranging from 0.0169 to 0.0338 for *fus3Δ*-*fus3Δ* (black, *n* = 4 biologically independent samples) against *K42R*-*KTY* co-cultures (green, *n* = 4 biologically independent samples examined over 2 independent experiments) and *p* value was 9.0e−4 with CI from −0.0287 to −0.0105 for *fus3Δ*-*fus3Δ* (black) against *KTY*-*K42R* co-cultures (blue, *n* = 4 biologically independent samples examined over 2 independent experiments). **c** Fitness of mutants with reduced dephosphorylation rate (*msg5Δ*, left) or abolished phosphorylation (*ste7Δ*, right) compared to wild type. Wild-type pairs (wt, symbols and colours as in **b**, dashed lines for linear fits) in co-cultures were same as in **b**. Each of those strains was subjected to gene deletion and the resulting deletion strains (one and two clones per parental strain for *msg5Δ* and *ste7Δ*, respectively) were grown in co-cultures (diamond symbols, solid lines for linear fits) in a competition experiment alongside parental/wild-type co-cultures. Insets show divergences of ratios between *fus3-KTY*- and *-K42R*-expressing cells between co-cultures grown in the presence or absence of pheromone, as derived from the slopes of linear fits shown in the main figures. Centres and boundaries of boxes in the inset depict means +/− s.d. In pairwise comparisons with two-sided *t* test, *p* value was 4.62e−5 with CI from 0.0198 to 0.0429 for wild type (*n* = 8 biologically independent samples) against *msg5Δ* (*n* = 8 biologically independent samples) co-cultures and *p* value was 4.32e−12 with CI from 0.0445 to 0.0577 for wild type against *ste7Δ* (*n* = 16 biologically independent samples) co-cultures. To increase throughput, co-cultures were grown here in 96-well plates without shaking, which might explain slightly higher absolute divergence rates in these experiments compared to **b** where co-cultures were grown in 24-well plates with shaking.

To confirm that Fus3-K42R becomes phosphorylated in a pheromone-dependent manner in vivo^40^, we identified the corresponding phosphorylated peptide using mass spectrometry (Supplementary Fig. 12). Indeed, the degree of phosphorylation of this peptide was higher in the presence of pheromone (Supplementary Fig. 12). Moreover, the phosphorylation was also elevated in the absence of Msg5, suggesting that K42R is dephosphorylated by Msg5.

When the MAPK pathway activity was stimulated by pheromone, the relative abundance of strains carrying Fus3-K42R steadily decreased in the co-culture with Fus3-KTY-expressing cells (Fig. 5b, see Supplementary Fig. 13 for individual experiments). The rates of growth divergence were, depending on growth conditions, between about 0.02 and 0.07 per day (insets in Fig. 5b–d). Assuming a constant doubling time of 100 min, and thus a growth rate of approximately 10 day^−1^, this translates into about 0.2–0.7% growth fitness defect of Fus3-K42R- compared to -KTY-expressing cells in the presence of pheromone. This decrease did not depend on which of the strains was labelled with mNeongreen or mTurquoise, confirming that labelling itself introduced no bias in growth (also apparent in the co-culture of two differently labelled *fus3Δ* strains, Fig. 5a). Furthermore, we performed control experiments to assess whether experimental results were in line with our interpretation that indeed phosphorylation cycle of Fus3-K42R was causing the observed pheromone-dependent growth deficit. Under this assumption, we expected (i) absence of phosphorylation cycle with deletion of Fus3-phosphorylating kinase Ste7 and thus equal growth of strains expressing Fus3-K42R and -KTY in the presence of pheromone and (ii) slow-down of phosphorylation cycle in the absence of phosphatase Msg5 due to decreased dephosphorylation rates and thus reduction of growth difference between Fus3-K42R and -KTY cells compared to competition between Msg5-expressing cells. We tested both predictions and indeed could confirm them experimentally (Fig. 5c, d). Taken together, we hypothesize that pheromone-dependent growth deficiency of cells expressing Fus3-K42R is caused by the energetic burden of its phosphorylation cycle and, consequently, that energetic cost of enhanced information transmission was subject to evolutionary selection, shaping the negative feedback design of the yeast MAPK pathway.

## Discussion

Cells need to reliably respond to the external cues in spite of the inherent stochasticity of the events involved in sensing and downstream signalling. This stochastic noise may lead to the intercellular variability of responses, and single-cell measurements indeed revealed that expression of the same gene can be highly variable across apparently homogeneous cell populations^3,4^. Besides intrinsic stochasticity of individual processes, the observed variability in gene expression might also have extrinsic sources, e.g. variable levels of global transcription and translation factors^41^.

Negative feedbacks have been shown to reduce cellular noise and thus enhance information transmission capacity of signalling pathways^16–18^. This includes noise suppression through negative feedback regulation provided by Sst2 within the yeast pheromone signalling cascade^30,32^. Furthermore, negative feedbacks can suppress pathway activity both in the absence and/or presence of stimulation^2^. Dependent on the specific parameters of a signalling pathway, suppression of the basal activity can lead to enhanced response output range and thus information transmission^2,13^.

In general, negative feedback regulation entails dissipation of energy and energy requirements for accurate information transmission in signalling cascades have been emphasized in several studies^19–21,42–44^. Nevertheless, the trade-off between potentially conflicting optimization of negative feedbacks for energy dissipation and for information transmission remained unexplored. In this study, we demonstrate that negative feedback mediated by the phosphatase Msg5 reduces the pathway noise and amplifies the response output range, thus improving the precision of input estimation and the information transmission capacity of the signalling cascade, as measured by Fisher and mutual information, respectively.

We observed that, whereas Msg5 at a lower level of the cascade complements the Sst2 negative feedback at the upper level, *MSG5* transcription is induced at much higher dose of the input signal than that of *SST2*. This seeming correlation between the order of negative feedback induction and the cascade stage could not be simply rationalized in the context of information transmission, since both our simulations and experiments showed that similar and sensitive induction of both *SST2* and *MSG5* improves the information capacity of the cascade. Furthermore, according to our simulations, information was largely symmetric regarding the induction order of both feedback regulators, meaning that the precision of input estimation was virtually the same regardless of *SST2* being induced with higher sensitivity than *MSG5* or vice versa. However, a striking difference between high- and low-sensitivity induction of *MSG5* was observed when energy consumption during signalling was additionally considered in our mathematical model, with the latter configuration consuming less energy for achieving the same output. Thus both high-sensitivity induction of both negative feedbacks as well as a reversed order of induction are energetically inferior to the observed induction order. More generally, our analysis indicates that, for signalling cascades that include negative feedbacks acting at different levels of the cascade, induction of downstream regulators might be generally energetically more expensive than those acting more upstream (Fig. 4e). Notably, we further demonstrate experimentally that futile cycling of Fus3 phosphorylation and dephosphorylation indeed can bear measurable fitness cost. Thus dissipation of energy at this step likely resulted in evolutionary selection for trade-off optimization between information and energy consumption.

Notably, instead of using the more conventional method of calculating channel capacity over all possible inputs^2^, here we used metrics that enabled us to quantify information at every input, which was necessary for defining the cost of energy consumption for information transmission at a particular input. We hence primarily used Fisher information, since it is naturally defined for a particular input. Nevertheless, we also calculated local mutual information as done previously^14^, thus allowing us to confirm that both information metrics give qualitatively similar results.

Here, our analyses focused on Msg5 and, to a lesser extent, on Sst2, the two major negative transcriptional feedback regulators in the pheromone signalling pathway. 

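*DIG1* (YPL049C, chromosome XVI from 462481 to 463839) fell by 0.52 on the log2 scale at 20 nM and above (standard error 0.10, adjusted p = 0.00313, limma with Benjamini-Hochberg adjustment), which is less than 2-fold. Without the experiment as a block it fell by 0.39 (adjusted p = 0.0583). Its level was 36.4 ± 5.60 (SD, n = 4) RPKM at 0.25 nM and under and 27.8 ± 5.78 (SD, n = 7) RPKM at 20 nM and above.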

Although Dig1, an inhibitor of Ste12, has been previously reported to suppress noise in basal pathway activity^45^, we observed no pheromone-dependent transcriptional induction of *DIG1* and thus did not consider it as a bona fide negative transcriptional feedback. 

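The EC50 of *DIG2* was 42.8 nM (95% interval 35.7 to 51.7 nM). Its log2 fold change over 0 nM was 0.77 (standard error 0.12, adjusted p = 9.6e-04) at 20 nM and 2.02 (standard error 0.12, adjusted p = 5.7e-07) at 500 nM (limma with Benjamini-Hochberg adjustment). The log2 ratio of the EC50 of *MSG5* to that of *DIG2* was -0.49 (adjusted p = 0.0236, two-sided permutation test), and -0.50 (adjusted p = 0.0532) when EC50 was read from a coarser grid. It was -0.13 on the log2 scale (adjusted p = 0.665) and -0.22 with values normalized to the mean at 20, 50 and 500 nM (adjusted p = 0.347). With the 500 nM libraries left out, the EC50 of *DIG2* was 24.8 nM, and the permutation test showed no difference from *MSG5* (adjusted p = 1.00).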

And, while closely related regulator Dig2 was indeed transcriptionally induced at high levels of pheromone stimulation, its exact role in the pathway regulation remains unclear.

Taken together, our analysis provides evidence that evolutionary selection on signalling networks not only maximizes precision of information transmission but also minimizes the corresponding energy investment. Such trade-offs between multiple (conflicting) objectives may be the fundamental principle in many biological system designs^46^. Although individual details of the cost-accuracy trade-off will likely depend on the importance of signalling accuracy for fitness in a specific system, this trade-off is likely to play a major role in the evolution of signalling and thus to shape the architecture of cellular signalling networks.

## Methods

### Strains and growth conditions

*S. cerevisiae* strains used in this study are of mating type *MAT***a** and derivatives of SEY6210a (*MAT***a** *leu2-3,112 ura3-52 his3Δ200 trp1Δ901 lys2-801 suc2Δ9*). Notably, this strain caries loss-of-function mutations in the *kss1* gene (our unpublished data), allowing us to exclusively analyse the major, Fus3-mediated signalling branch of the pheromone pathway. Generally, strains used for quantitatively measuring responses to *α*-pheromone were deleted for *α*-pheromone-protease gene *BAR1* and *α*-pheromone genes *MFα1* and *MFα2*. All strains are listed in Supplementary Table 1.

Generally, the synthetic defined media (SD or LoFlo-SD) for growing yeast in liquid were composed of yeast nitrogen base (YNB, Formedium) or low-fluorescence YNB (LoFlo-YNB, Formedium) with complete supplement mix (Formedium) and 2% glucose. Routinely, cells in liquid media were incubated overnight in an orbital shaker at 200 rpm, diluted 1:50 to 1:100 into fresh media the following morning and grown to mid-exponential phase prior to starting the experiment.

For RNA sequencing experiments, strain yAA95 was grown in 500 ml SD at 30 °C. At mid-exponential phase (OD_600_ approximately 0.5), pheromone stimulation was initiated by transferring aliquots of the suspension into separate flasks with prepared stock solutions of synthetic *α*-pheromone (Sigma). After incubation for 60 min, cells were harvested by transferring 5 ml of suspension into 15-ml tubes containing 5 ml ice and mixed to immediately cool down the suspension. Further steps were carried out on ice or at 4 °C. After centrifugation and removal of supernatant, cell pellets were re-suspended in ice-cold water and transferred to 2-ml Eppendorf tubes. After another centrifugation step, the supernatant was carefully removed, and the cell pellets were stored at −20 °C until further processing. For the time-course experiments, the harvesting procedure was repeated at different time points.

For microscopic experiments, cells were grown in LoFlo-SD with 2 µM casein at 25 °C. Where applied, doxycycline was already present during overnight growth and was kept at the same concentrations for day cultures and during microscopy. Note that addition of casein results in higher apparent sensitivities of cell responses to pheromone likely due to prevention of pheromone adsorption to surfaces^47^. Thus absolute sensitivities reported here are higher for microscopy compared to RNA sequencing experiments.

For growth-competition experiments, growth media were composed of LoFlo-SD (experiment 2 in Supplementary Fig. 13) or SD (all other experiments) with 2 µM casein and supplemented with 20 µg/ml doxycycline and/or 20 nM *α*-pheromone where applicable. Cells were grown in 24-well plates (Greiner Bio-One) in 1 ml medium at 30 °C with shaking at 200 rpm and diluted twice a day (in the morning and evening) 1:50 into fresh medium of the same composition. For higher-throughput experiments with wild type and deletion strains (Fig. 5c), cells were grown in 96-well plates (Greiner Bio-One) in 250 µl medium at 30 °C without shaking. Again, cells were diluted twice a day 1:50 into fresh medium.

### Fluorescence time-lapse microscopy and analysis

The microscopic assay^48^ is illustrated in Supplementary Fig. 14. Briefly, images were acquired on a wide-field fluorescence microscope (Nikon Ti-E) equipped with a solid-state white-light light-emitting diode source (Sola SE-II), a motorized stage, a ×40 dry objective (Nikon Plan Apo ×40 Lambda, 0.95 N/A), a sCMOS camera (Andor Zyla) and an incubator with heater controller (Digital Pixel). The green fluorescent protein (GFP) signal was acquired using a 470/40 nm excitation filter and a 525/50 nm emission filter, and the mCherry signal was acquired with 575/25 nm and 647/57 nm, respectively. Cell suspensions were transferred to a 96-well glass-bottom plate (Greiner Bio-One) coated with type-IV Concanavalin A (Sigma-Aldrich), and addition of *α*-pheromone stock solutions was performed after allowing cells to settle down for approximately 30 min. Image acquisition was started immediately after addition of pheromone and repeated periodically at defined time intervals over the course of several hours at 25 °C.

Single-cell median values of fluorescence intensities were extracted from the images with the freely available software CellProfiler version 2^49^ by performing cell segmentation on the bright-field images and using the defined masks for measuring intensities in the corresponding fluorescence images. Raw data extracted by CellProfiler were further processed using the statistical software R version 3^50^. Upper and lower three percentiles per field of view and time point in either fluorescence channel were routinely removed from further analysis. Fluorescence intensities of GFP-only and mCherry-only expressing strains were used to correct fluorescence intensities of single cells for autofluorescence and bleed-through between the fluorescence channels. The corrected values were used for further analysis. The final number of analysed cells per well and time point was between 300 and 4000. Original images and tables containing single cell data are available on request.

### Flow cytometric measurements

Cell suspensions were injected from a 96-well plate (Greiner Bio-One) with a high-throughput sampler into an LSR Fortessa Special Order flow cytometer (BD Biosciences). Fluorescence was measured with lasers of different wavelengths: 488 nm for GFP, 447 nm for mTurquoise (Tq), 561 nm for mCherry, and 514 nm for mNeongreen (Ng). Using the BD FACS DIVA software (BD Biosciences), cells were gated in a FSC-A/SSC-A plot to exclude debris. Ten thousand cells from within the gate were acquired per sample. For growth-competition experiments, cells were gated in a Ng/Tq plot to determine the relative amounts of Ng- and Tq-expressing cells in the co-culture.

### RNA preparation and sequencing

Frozen cell pellets were re-suspended in 500 µl ProtK buffer (100 mM Tris/Cl pH 7.9, 150 mM NaCl, 25 mM EDTA, 1% sodium dodecyl sulfate) with freshly added 100 µg/ml Proteinase K (ThermoFisher). Five hundred microlitres of glass beads were added, and cells were disrupted by strong vortexing for 5 min. The resulting lysate–glass bead mixture was incubated for 60 min at 37 °C. The RNA was isolated by 25:24:1 aqua-phenol:chloroform:isoamyl alcohol (Carl Roth) extraction followed by a chloroform extraction and precipitated with ethanol. The RNA pellet was washed once with 75% ethanol, re-suspended in water and treated with RNase-free DNaseI (Roche Life Science) according to the manufacturer’s protocol. After another precipitation/wash step, the RNA was dissolved in nuclease-free water and analysed for integrity on a formaldehyde/agarose gel. The RNA was depleted of ribosomal RNAs with the Ribo-Zero Gold rRNA Removal Kit (Illumina) and reverse-transcribed with random hexamers at the deep-sequencing facility at BioQuant, Heidelberg. Sequencing was performed at the GeneCore facility at EMBL Heidelberg, with 50 bp read length, single-end reads and 9 samples per lane, by Illumina (Solexa) sequencing.

### Analysis of RNA sequencing data

Sequence reads were mapped onto the yeast genome (ensemble *S. cerevisiae* genome) with Bowtie 2^51^. The resulting strand-specific read densities were used to calculate the RPKM (reads per kilobase of transcript, per million mapped reads) values for all annotated genes (ensemble *S. cerevisiae* genome). A threshold of twofold higher (lower) expression than in the non-pheromone-treated sample was used for designating genes as being induced (repressed) genes. 

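With this threshold and no test, the numbers of genes at least 2-fold above and below the mock in both experiments were 32 and 13 at 1 nM, 33 and 23 at 5 nM and 78 and 66 at 10 nM. They were 89 and 133 at 20 nM, 113 and 271 at 50 nM and 261 and 325 at 500 nM, on the (RPKM + 1) scale. The test at each dose used an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and at least 2-fold. It gave 16 and 2 at 1 nM, 36 and 11 at 5 nM, 93 and 66 at 10 nM, 106 and 168 at 20 nM, 132 and 343 at 50 nM and 325 and 426 at 500 nM, of 5995 genes tested. The balance depended on scaling. With quantile normalization this test gave 125 and 133 at 20 nM and 360 and 333 at 500 nM, and with each library centred on its median the 2-fold counts at 500 nM were 285 and 283. For 20 nM and above against 0.25 nM and under, 137 genes were higher and 264 lower of 6002 tested. Without the experiment as a block these numbers were 153 and 252. Libraries of the same experiment deviated together, with a mean correlation of 0.35 over genes (from 0.18 to 0.47 over 21 pairs of doses). The alternative that moved the number of lower genes at 20 nM and above most was a pseudocount of 5, which gave 152. The mating genes *PRM3*, *FIG1*, *PRM6*, *FIG2* and *PRM2* were among the 10 largest rises, with log2 fold changes of 7.48, 6.91, 6.19, 5.91 and 5.89. The other rises of this size were those of *IME4* and 4 tRNA genes. *HTB2*, *PCL1*, *TOS6*, *HTA2* and *YHP1* had the 5 largest falls, from -4.50 for *HTB2* to -4.06 for *YHP1*.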

The dose–response curves were generated from the RPKM values at different pheromone concentrations, and EC_50_ values were determined by fitting the dose–response curves using a sigmoidal function.

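The same fit was made for every gene called higher at 20 nM and above, and 124 of the 137 fits explained at least 80% of the variance. The median EC50 of these genes was 22.4 nM, with quartiles of 14.2 and 37.5 nM. Among these 124 genes, 3 had a lower EC50 than *SST2*, 4 a lower one than *STE2*, 7 a lower one than *FUS3* and 79 a lower one than *MSG5*. The ranks at the low end depend on the 80% cut-off. It left out *AGA2* (3.73 nM), YLR434C (5.14 nM) and *MFA1* (5.32 nM), whose fitted values lie under that of *SST2*. Their fits explained 37.3%, 52.8% and 46.0% of the variance.

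**Figure D1:**
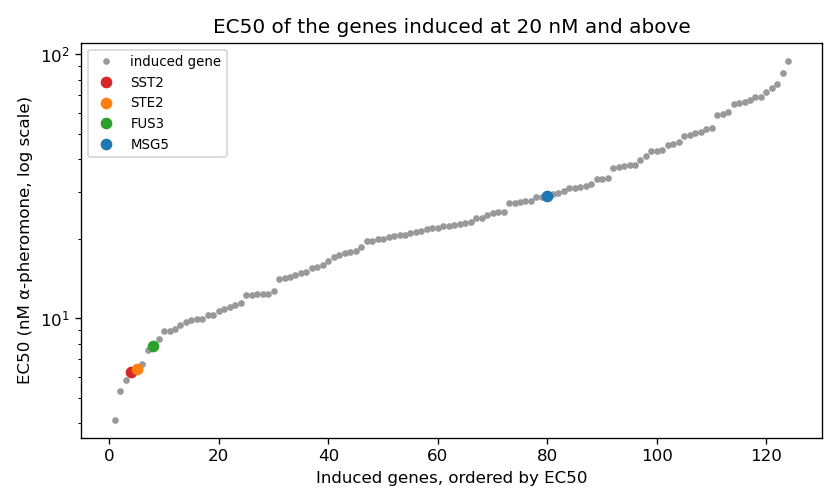
EC50 (nM *α*-pheromone, log axis) of each gene called higher at 20 nM and above whose fit explained at least 80% of the variance, ordered from the lowest to the highest. Each point is 1 gene, and *SST2*, *STE2* and *FUS3* sit at the low end, while *MSG5* has 79 of the 124 genes below it.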

### Calculation of noise and information

Time-lapse single-cell measurements of the *P*_*FUS1*_-GFP reporter were used to calculate the CV, used as a measure of the total noise of gene expression. The accuracy of signal transduction was determined using Fisher information, which was calculated by smoothing the dose dependence of the response and of standard deviation with a spline interpolation in order to obtain the derivatives of the log-likelihood function at different inputs. The distribution of the outputs at each input was assumed to be normal to numerically calculate the integral for taking average of the derivatives over the distribution function (Supplementary Note 1). Information transmission was further quantified by calculating mutual information at every input by taking a sliding window of three inputs. Mutual information within this window was estimated by binning the distribution of the output values in 20 bins to calculate the conditional and unconditional entropy (Supplementary Note 1). Numerical integration for the Fisher information and the entropy calculation for the mutual information were carried out using the Package entropy and the spline function in R software.

### Mathematical model of the pheromone response pathway

We considered a two-step phosphorylation cascade model of the pathway (Supplementary Fig. 6A), where the receptor Ste2 activates kinase Fus3 and the activated Fus3 further induces the activity of the transcription factor Ste12, which in turn stimulates the transcription of the *FUS1* gene. The system is modelled as a set of ordinary differential equations (ODEs; Supplementary Note 2)^32,39,52,53^, and noise is introduced by randomly selecting production rates as well as initial concentrations of the pathway components from a log-normal distribution of values. The simulations were performed by solving the ODEs using CVode^54^ interfaced with MATLAB in a population of 500 cells for 1000 s. By default, simulations covered a pheromone-concentration range of 3^14^-fold with serial 3-fold increases, usually starting with 10^−4^ nM and leading up to approximately 480 nM. Noise, Fisher information and mutual information were calculated from the simulated data following the same methods as in the case of the experimental data (see above). We considered that energy is consumed in signal transduction at two levels: at the receptor level in the process of GTP hydrolysis during inactivation of the receptor by Sst2 as well as in the two-stage phosphorylation reactions (Supplementary Note 2). Simulations with different feedback strengths were carried out by varying the parameters quantifying binding strengths of active activator Ste12 (Ste12-P) to the respective promoters.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE151729. Further data supporting the findings of this study, including raw images, tables with single-cell data and flow cytometric data, are available upon request from the corresponding authors.

## References

[1] Uda S (2013). Robustness and compensation of information transmission of signaling pathways. Science.

[2] Cheong R, Rhee A, Wang CJ, Nemenman I, Levchenko A (2011). Information transduction capacity of noisy biochemical signaling networks. Science.

[3] Raser JM, O’Shea EK (2004). Control of stochasticity in eukaryotic gene expression. Science.

[4] Kaern M, Elston TC, Blake WJ, Collins JJ (2005). Stochasticity in gene expression: from theories to phenotypes. Nat. Rev. Genet..

[5] Balaban NQ, Merrin J, Chait R, Kowalik L, Leibler S (2004). Bacterial persistence as a phenotypic switch. Science.

[6] Brennan MD, Cheong R, Levchenko A (2012). Systems biology. How information theory handles cell signaling and uncertainty. Science.

[7] Perkins TJ, Swain PS (2009). Strategies for cellular decision-making. Mol. Syst. Biol..

[8] Libby E, Perkins TJ, Swain PS (2007). Noisy information processing through transcriptional regulation. Proc. Natl Acad. Sci. USA.

[9] Tkačik G, Walczak AM (2011). Information transmission in genetic regulatory networks: a review. J. Phys. Condens. Matter.

[10] Dubuis JO, Tkacik G, Wieschaus EF, Gregor T, Bialek W (2013). Positional information, in bits. Proc. Natl Acad. Sci. USA.

[11] Mehta, P., Goyal, S., Long, T., Bassler, B. L. & Wingreen, N. S. Information processing and signal integration in bacterial quorum sensing. *Mol. Syst. Biol*. **5**, 325 (2009).10.1038/msb.2009.79PMC279547319920810

[12] Brunel N, Nadal JP (1998). Mutual information, Fisher information, and population coding. Neural Comput..

[13] Voliotis M, Perrett RM, McWilliams C, McArdle CA, Bowsher CG (2014). Information transfer by leaky, heterogeneous, protein kinase signaling systems. Proc. Natl Acad. Sci. USA.

[14] Mundt M, Anders A, Murray SM, Sourjik V (2018). A system for gene expression noise control in yeast. ACS Synth. Biol..

[15] Selimkhanov J (2014). Systems biology. Accurate information transmission through dynamic biochemical signaling networks. Science.

[16] Becskei A, Serrano L (2000). Engineering stability in gene networks by autoregulation. Nature.

[17] Dublanche Y, Michalodimitrakis K, Kümmerer N, Foglierini M, Serrano L (2006). Noise in transcription negative feedback loops: simulation and experimental analysis. Mol. Syst. Biol..

[18] Thattai M, van Oudenaarden A (2001). Intrinsic noise in gene regulatory networks. Proc. Natl Acad. Sci. USA.

[19] Govern CC, Ten Wolde PR (2014). Optimal resource allocation in cellular sensing systems. Proc. Natl Acad. Sci. USA.

[20] Mehta P, Schwab DJ (2012). Energetic costs of cellular computation. Proc. Natl Acad. Sci. USA.

[21] Lan G, Sartori P, Neumann S, Sourjik V, Tu Y (2012). The energy-speed-accuracy tradeoff in sensory adaptation. Nat. Phys..

[22] Bardwell L (2004). A walk-through of the yeast mating pheromone response pathway. Peptides.

[23] Dohlman HG, Slessareva JE (2006). Pheromone signaling pathways in yeast. Sci. STKE.

[24] Merlini L, Dudin O, Martin SG (2013). Mate and fuse: how yeast cells do it. Open Biol..

[25] Youk H, Lim WA (2014). Secreting and sensing the same molecule allows cells to achieve versatile social behaviors. Science.

[26] Gustin MC, Albertyn J, Alexander M, Davenport K (1998). MAP kinase pathways in the yeast *Saccharomyces cerevisiae*. Microbiol. Mol. Biol. Rev..

[27] Malleshaiah MK, Shahrezaei V, Swain PS, Michnick SW (2010). The scaffold protein Ste5 directly controls a switch-like mating decision in yeast. Nature.

[28] Roberts CJ (2000). Signaling and circuitry of multiple MAPK pathways revealed by a matrix of global gene expression profiles. Science.

[29] Zeitlinger J (2003). Program-specific distribution of a transcription factor dependent on partner transcription factor and MAPK signaling. Cell.

[30] Yu RC (2008). Negative feedback that improves information transmission in yeast signalling. Nature.

[31] Paliwal S (2007). MAPK-mediated bimodal gene expression and adaptive gradient sensing in yeast. Nature.

[32] Dixit G, Kelley JB, Houser JR, Elston TC, Dohlman HG (2014). Cellular noise suppression by the regulator of G protein signaling Sst2. Mol. Cell.

[33] Doi K (1994). MSG5, a novel protein phosphatase promotes adaptation to pheromone response in *S. cerevisiae*. EMBO J..

[34] Kanitscheider I, Coen-Cagli R, Kohn A, Pouget A (2015). Measuring Fisher information accurately in correlated neural populations. PLoS Comput. Biol..

[35] Borst A, Theunissen FE (1999). Information theory and neural coding. Nat. Neurosci..

[36] Choi KY, Kranz JE, Mahanty SK, Park KS, Elion EA (1999). Characterization of Fus3 localization: active Fus3 localizes in complexes of varying size and specific activity. Mol. Biol. Cell.

[37] Verdu S (1990). On channel capacity per unit cost. IEEE Trans. Inf. Theory.

[38] Amit I (2007). A module of negative feedback regulators defines growth factor signaling. Nat. Genet..

[39] Jeschke M, Baumgärtner S, Legewie S (2013). Determinants of cell-to-cell variability in protein kinase signaling. PLoS Comput. Biol..

[40] Gartner A, Nasmyth K, Ammerer G (1992). Signal transduction in *Saccharomyces cerevisiae* requires tyrosine and threonine phosphorylation of FUS3 and KSS1. Genes Dev..

[41] Swain PS, Elowitz MB, Siggia ED (2002). Intrinsic and extrinsic contributions to stochasticity in gene expression. Proc. Natl Acad. Sci. USA.

[42] Sartori P, Granger L, Lee CF, Horowitz JM (2014). Thermodynamic costs of information processing in sensory adaptation. PLoS Comput. Biol..

[43] Ouldridge TE, Govern CC, ten Wolde PR (2017). Thermodynamics of computational copying in biochemical systems. Phys. Rev. X.

[44] Parrondo JMR, Horowitz JM, Sagawa T (2015). Thermodynamics of information. Nat. Phys..

[45] McCullagh E, Seshan A, El-Samad H, Madhani HD (2010). Coordinate control of gene expression noise and interchromosomal interactions in a MAP kinase pathway. Nat. Cell Biol..

[46] Schuetz R, Zamboni N, Zampieri M, Heinemann M, Sauer U (2012). Multidimensional optimality of microbial metabolism. Science.

[47] Baltanás R (2013). Pheromone-induced morphogenesis improves osmoadaptation capacity by activating the HOG MAPK pathway. Sci. Signal..

[48] Banderas A, Koltai M, Anders A, Sourjik V (2016). Sensory input attenuation allows predictive sexual response in yeast. Nat. Commun..

[49] Kamentsky L (2011). Improved structure, function and compatibility for CellProfiler: modular high-throughput image analysis software. Bioinformatics.

[50] R Core Team. *R: A Language and Environment for Statistical Computing* (*R* Development Core Team, 2017).

[51] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[52] Hilioti Z (2008). Oscillatory phosphorylation of yeast Fus3 MAP kinase controls periodic gene expression and morphogenesis. Curr. Biol..

[53] Heinrich R, Neel BG, Rapoport TA (2002). Mathematical models of protein kinase signal transduction. Mol. Cell.

[54] Vanlier J, Tiemann CA, Hilbers PAJ, van Riel NAW (2012). An integrated strategy for prediction uncertainty analysis. Bioinformatics.

# Supplementary material for: Design of a MAPK signalling cascade balances energetic cost versus accuracy of information transmission
**Source:** Nat Commun. 2020 Jul 13;11:3494. doi: 10.1038/s41467-020-17276-4
**Supplement:** Supplementary file 1 — Supplementary Information

# **Supplementary Information**

## **Design of a MAPK signalling cascade balances energetic cost versus accuracy of information transmission**

*Anders et al.*

### **This file includes:**

Supplementary Notes 1-5

Supplementary Figures 1-15

Supplementary Table 1

Supplementary References

## Supplementary Notes

### Supplementary Note 1: Fisher and mutual information

Calculation of Fisher information: If  $\theta$  is an unknown deterministic parameter which is to be estimated from the measurement of parameter  $x$ , distributed according to a probability density function  $f(x;\theta)$ , the variance of any unbiased estimator of  $\theta$  is then bounded by the reciprocal of the Fisher information  $F(\theta)$

$$\text{var}(\theta) \geq \frac{1}{F(\theta)} \quad (1)$$

where  $F(\theta) = E \left[ \left( \frac{\partial l(x;\theta)}{\partial \theta} \right)^2 \right]$ ;  $l(x;\theta) = -\log(P(x;\theta))$  and  $E$  denotes the expectation value. Hence, higher value of  $I(\theta)$  would reduce the variance leading to a better precision in estimating the value of  $\theta$ . In our case,  $\theta$  is the pheromone concentration, on the log scale.

As the experimental means and variances at different pheromone concentrations are known, we can calculate Fisher information for every input. Here the mean and standard deviation (s.d.) are calculated from the response curve at each dose. We assume that the distribution at each dose is normal with mean  $\mu$  and s.d. =  $\sigma$  in order to take derivative of the log-likelihood function. Fisher information is given by

$$F(\theta) = E \left[ \left( \frac{\partial l(x;\theta)}{\partial \theta} \right)^2 \right]; l(x;\theta) = -\log[P(x;\theta)] \quad (2)$$

where  $x$  and  $\theta$  represent the response and the dose (pheromone concentration) respectively.  $P(x;\theta)$  is the probability distribution of the response  $x$  at a particular value of the dose  $\theta$ , with mean  $\mu(\theta)$  and s.d.  $\sigma(\theta)$ . We assume that the distribution at each dose is normal. We can numerically calculate the derivative with respect to the dose by taking small step  $\theta$  of step size  $\Delta\theta$  in the following way:

$$\frac{\Delta l}{\Delta\theta} = \frac{l(x;\theta + \Delta\theta) - l(x;\theta)}{\Delta\theta}; \Delta\theta = 10^{-5}; \quad (3)$$

$$P(x;\theta) = \frac{1}{\sqrt{2\pi\sigma(\theta)^2}} \exp \left[ -\frac{(x - \mu(\theta))^2}{2\sigma(\theta)^2} \right]; \quad (4)$$

$$l(x;\theta) = -\log[P(x;\theta)] = \frac{1}{2} \log(2\pi\sigma(\theta)^2) + \frac{(x - \mu(\theta))^2}{2\sigma(\theta)^2}; \quad (5)$$

$$l(x;\theta + \Delta\theta) = -\log[P(x;\theta + \Delta\theta)] = \frac{1}{2} \log(2\pi\sigma(\theta + \Delta\theta)^2) + \frac{(x - \mu(\theta + \Delta\theta))^2}{2\sigma(\theta + \Delta\theta)^2}; \quad (6)$$

$$F(\theta) = \int_0^\infty \left( \frac{\Delta l}{\Delta\theta} \right)^2 P(x;\theta) dx = \int_0^\infty \left( \frac{l(x;\theta + \Delta\theta) - l(x;\theta)}{\Delta\theta} \right)^2 P(x;\theta) dx \quad (7)$$

$$\Rightarrow F(\theta) = \frac{1}{\Delta\theta^2} \int_0^\infty \left( \frac{1}{2} \log(2\pi\sigma(\theta + \Delta\theta)^2) + \frac{(x - \mu(\theta + \Delta\theta))^2}{2\sigma(\theta + \Delta\theta)^2} - \frac{1}{2} \log(2\pi\sigma(\theta)^2) - \frac{(x - \mu(\theta))^2}{2\sigma(\theta)^2} \right)^2 P(x;\theta) dx \quad (8)$$

First,  $\mu(\theta)$  and  $\sigma(\theta)$  of the output at experimentally measured discrete values of dose  $\theta$  are locally fitted (with a window of 3 pheromone concentrations in log scale) by cubic spline with  $10^5$  ( $\Delta\theta = 10^{-5}$ ) points, and the Fisher information at a particular  $\theta$  is then calculated as shown in the above formula.

Functional relationship of Fisher information with amplification and noise: The probability distributions are assumed to be normal at each value of the input

$$p(x | \theta) = \frac{1}{\sqrt{2\pi\sigma(\theta)^2}} e^{-\frac{1}{2}\left(\frac{x-\mu(\theta)}{\sigma(\theta)}\right)^2} \quad (9)$$

$$\frac{\partial}{\partial\theta} \log[p(x | \theta)] = \frac{(x - \mu)}{\sigma^2} \frac{\partial\mu}{\partial\theta} + \frac{1}{\sigma} \left( \frac{(x - \mu)^2}{\sigma^2} - 1 \right) \frac{\partial\sigma}{\partial\theta} \quad (10)$$

$$\left( \frac{\partial}{\partial\theta} \log[p(x | \theta)] \right)^2 = \frac{(x - \mu)^2}{\sigma^4} \left( \frac{\partial\mu}{\partial\theta} \right)^2 + \frac{1}{\sigma^2} \left( \frac{(x - \mu)^4}{\sigma^4} + 1 - 2 \frac{(x - \mu)^2}{\sigma^2} \right) \left( \frac{\partial\sigma}{\partial\theta} \right)^2 + \frac{1}{\sigma^3} \left( \frac{(x - \mu)^3}{\sigma^2} - (x - \mu) \right) \left( \frac{\partial\mu}{\partial\theta} \right) \left( \frac{\partial\sigma}{\partial\theta} \right) \quad (11)$$

Taking average over  $x$  while the cross term vanishes due to zero moments of the odd exponents for normal distribution and  $\langle (x - \mu)^4 \rangle = 3\sigma^4$ ;  $\langle (x - \mu)^2 \rangle = \sigma^2$ , we obtain

$$\left\langle \left( \frac{\partial}{\partial\theta} \log[p(x | \theta)] \right)^2 \right\rangle = \frac{1}{\sigma^2} \left[ \left( \frac{\partial\mu}{\partial\theta} \right)^2 + 2 \left( \frac{\partial\sigma}{\partial\theta} \right)^2 \right] = \frac{1}{\eta^2} \left[ \frac{1}{\mu^2} \left( \frac{\partial\mu}{\partial\theta} \right)^2 + \frac{2}{\mu^2} \left( \frac{\partial\sigma}{\partial\theta} \right)^2 \right] \quad (12)$$

We further assume that noise  $\eta$  decreases with the mean proportional to square root of  $\mu$ :

$$\sigma^2 \sim c\mu \rightarrow \left( \frac{\partial\sigma}{\partial\theta} \right)^2 \sim \frac{c^2}{4c\mu} \left( \frac{\partial\mu}{\partial\theta} \right)^2 \quad (13)$$

Hence, the Fisher information is given by

$$F(\theta) = \left\langle \left( \frac{\partial}{\partial\theta} \log[p(x | \theta)] \right)^2 \right\rangle \approx \frac{1}{\eta^2} \left( 1 + \frac{c}{2\mu} \right) \left( \frac{\partial \log \mu}{\partial\theta} \right)^2 \quad (14)$$

Calculation of mutual information: Generally, mutual information can be quantified as

$$I(R;S) = \iint_{SR} P(R | S) P(S) \log_2 \frac{P(R | S)}{P(R)} dR dS \quad (15)$$

$P(R|S)$  corresponds to the conditional probability of a particular response  $R$  for a signal  $S$ . Thus,  $P(R/S)$  can be determined from single-cell measurements of the reporter output for an isogenic cell population at different signals.  $P(R)$  indicates the probability distribution for all values of  $S$ . The signal distribution,  $P(S)$ , reflects the frequencies of the specific signal values experienced by the population. Since here we do not have any prior information about the input signal distribution, we assumed that all signals are equally probable (that is,  $P(S)$  is uniform). Note that in general mutual information and Fisher information are connected, as higher Fisher information at a particular input

also means higher local mutual information about the input

$$I(\theta; x) \geq H(\theta) - \int d\theta' \rho(\theta') \frac{1}{2} \log \left( \frac{2\pi e}{I(\theta')} \right) \quad (16)$$

where  $\theta$  is equivalent to  $S$  (pheromone concentration) and  $R$  is equivalent to the response  $x$ .  $\rho(\theta)$  describes the input distribution, which is assumed here to be uniform, and  $H(\theta)$  denotes the entropy of the input.

While estimating Fisher information we assume the distributions to be normal, we can also calculate local mutual information where we do not need to make any assumptions about the distributions. Mutual information is given by

$$I(x; \theta) = \iint_{x\theta} P(x | \theta) P(x) \log_2 \frac{P(x | \theta)}{P(x)} dx d\theta \quad (17)$$

$$I(x; \theta) = \int_x P(x) P(x) \log_2 P(x) dx - \iint_{x\theta} P(\theta) P(x | \theta) \log_2 P(x | \theta) dx d\theta \quad (18)$$

$$I(x; \theta) = E(x) - E(x | \theta) \quad (19)$$

The total entropy  $E(x)$  is calculated by binning the unconditional distribution  $P(x)$  into 20 bins from the single cell measurements by fluorescence microscopy. Similarly, the conditional entropy  $E(x | \theta)$  is also calculated from the conditional distribution  $p(x | \theta)$  where the distribution is quantified at different value of the pheromone dose  $\theta$ . The mutual information is the reduction in the conditional entropy compared to the total entropy. The input distribution  $P(\theta)$  is assumed to be uniform while calculating the mutual information. The basic results remain the same irrespective of the number of bins or different sample size<sup>1</sup> (not shown). The local mutual information is calculated by taking a sliding window having three pheromone concentrations. The same procedure is followed to calculate Fisher and mutual information from the simulated data.

## Supplementary Note 2: Models of the pheromone response pathway

Simple two-stage model with negative feedback for analytic noise calculation: In the schematic diagram for a two stage phosphorylation cascade shown below, S corresponds to the signalling molecule.  $X_1(X_2)$  represents the dephosphorylated (phosphorylated) form of the upstream signalling protein X;  $Y_1(Y_2)$  represents the dephosphorylated (phosphorylated) form of the downstream signalling protein Y.

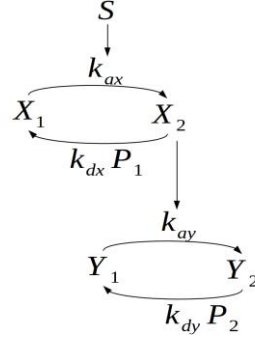

With feedback present at the upper level, the dynamics of the system can be written as

$$\frac{dx_2}{dt} = k_{ax}X_T S - \{k_{ax}S + k_{dx}g(y_2)P_1\}x_2 \quad (20)$$

$$\frac{dy_2}{dt} = k_{ay}Y_T x_2 - \{k_{ay}x_2 + k_{dy}P_2\}y_2 \quad (21)$$

Here,  $x_2$  and  $y_2$  correspond to the concentrations of activated receptor Ste2 and activated Fus3, respectively, and  $g(y)$  indicates transcriptional activation of a negative regulator (Sst2) with maximum induction  $P_1$ . We assume that enzyme concentrations are below saturation so that we can linearize the equations. Expanding the equations to the first order around steady state of active X and active Y from the equation above described by  $x_{2s}$ ,  $y_{2s}$  respectively and adding Gaussian white noise terms yields

$$\frac{d\Delta x_2}{dt} = -\{k_{ax}S + k_{dx}g(y_{2s})P_1\}\Delta x_2 - (k_{dx}G(y_{2s})P_1)\Delta y_2 + \xi_1(t) \quad (22)$$

$$\frac{d\Delta y_2}{dt} = k_{ay}(Y_T - y_{2s})\Delta x_2 - \{k_{ay}x_{2s} + k_{dy}P_2\}\Delta y_2 + \xi_2(t) \quad (23)$$

Induction of the negative regulator

$$g(y_2) = \frac{(y_2/k_l)^2}{1 + (y_2/k_l)^2}, G(y_{2s}) = \left(\frac{\partial g}{\partial y_2}\right)_{y_{2s}} \quad (24)$$

and

$$\langle \xi_1(t_1) \rangle = 0, \langle \xi_2(t_1) \rangle = 0 \quad (25)$$

$$\langle \xi_1(t_1)\xi_1(t_2) \rangle = q_x\delta(t_1 - t_2), \langle \xi_2(t_1)\xi_2(t_2) \rangle = q_y\delta(t_1 - t_2) \quad (26)$$

The covariance matrix is calculated by solving the matrix equation

$$A \cdot \sigma + \sigma \cdot A^T - B = 0 \quad (27)$$

where

$$A = \begin{bmatrix} -\{k_{ax}S + k_{dx}g(y_{2s})P_1\} & -\{k_{dx}G(y_{2s})P_1\} \\ k_{ay}(Y_T - y_{2s}) & -\{k_{ay}x_{2s} + k_{dy}P_2\} \end{bmatrix} \quad (28)$$

and

$$B = \begin{bmatrix} q_x & 0 \\ 0 & q_y \end{bmatrix} \quad (29)$$

The variances are given by

$$\sigma^2(x_2) = q_x \frac{d^2}{2(a+d)(ad-bc)} + q_x \frac{1}{2(a+d)} + q_y \frac{b^2}{2(a+d)(ad-bc)} \quad (30)$$

$$\sigma^2(y_2) = q_x \frac{c^2}{2(a+d)(ad-bc)} + q_y \frac{2}{2(a+d)} + q_y \frac{a^2}{2(a+d)(ad-bc)} \quad (31)$$

where

$$a = \{k_{ax}S + k_{dx}g(y_{2s})P_1\}, b = -\{k_{dx}G(y_{2s})P_1\} \quad (32)$$

$$c = k_{ay}(Y_T - y_{2s}), d = \{k_{ay}x_{2s} + k_{dy}P_2\} \quad (33)$$

$$q_x = 2ax_{2s}; q_y = 2dy_{2s}; \quad (34)$$

and strength for the negative feedback is given by

$$b = k_{dx}G(y_{2s})P_1 = k_{dx} \frac{2y_{2s}k_l^2}{(y_{2s}^2 + k_l^2)^2} P_1 \quad (35)$$

Substituting in the equations for variances we get an expression

$$\sigma^2(y_2) = y_{2s} \frac{a + \frac{bc}{a+d}}{a + \frac{bc}{a}} + \frac{ak_{ay}^2(Y_T - y_{2s})^2}{(a+d)(ad+bc)} x_{2s} = y_{2s} \left[ \frac{a + \frac{bc}{a+d}}{a + \frac{bc}{a}} + \frac{ak_{ay}^2P_2^2}{(a+d)(ad+bc)} \left( \frac{y_{2s}}{x_{2s}} \right) \right] \quad (36)$$

The first term represents the intrinsic noise in  $y$  and the second term reflects the noise propagating from the upstream stage. Both noise terms would be reduced in the presence of feedback as  $b$  is nonzero.

If the feedback is present at lower level, i.e. when the phosphatase  $\text{Msg5}$  is induced

where  $g(y)$  here corresponds to the induction of the negative regulator  $\text{Msg5}$ . The linearized equation around steady state with the addition of Gaussian white noise

$$\frac{dx_2}{dt} = k_{ax}X_T S - \{k_{ax}S + k_{dx}P_1\}x_2 \quad (37)$$

$$\frac{dy_2}{dt} = k_{ay}Y_T x_2 - \{k_{ay}x_2 + k_{dy}g(y_2)P_2\}y_2 \quad (38)$$

$$\frac{d\Delta x_2}{dt} = -\{k_{ax}S + k_{dx}g(y_{2s})P_1\}\Delta x_2 - \xi_1(t) \quad (39)$$

$$\frac{d\Delta y_2}{dt} = k_{ay}(Y_T - y_{2s})\Delta x_2 - \{k_{ay}x_{2s} + k_{dy}P_2 + k_{dy}G(y_{2s})P_2\}\Delta y_2 + \xi_2(t) \quad (40)$$

By solving for the variance with the similar method as before, we get an expression for the variance

$$\sigma^2(y_2) = y_{2s} \left[ \frac{d}{d+b} + \frac{k_{dy}^2 P_2^2 g^2(y_{2s})}{(d+b)(a+d+b)} \left( \frac{y_{2s}}{x_{2s}} \right) \right]; \begin{matrix} a=\{k_{ax}S+k_{dx}P_1\}, b=\{k_{dy}G(y_{2s})P_2\} \\ c=k_{ay}(Y_T - y_{2s}), d=\{k_{ay}x_{2s}+k_{dy}g(y_{2s})P_2\} \\ q_x = 2ax_{2s}; q_y = 2dy_{2s}; \end{matrix} \quad (41)$$

In the presence of feedback  $b$ , the noise will be lower at a particular steady state compared to the case when  $b$  is zero. So, feedback at the lower level would be able to reduce both the intrinsic noise and the noise propagated from an upper level.

A detailed model used for simulating the pathway output and calculating the information transmission capacity: The pheromone response pathway is modelled as a two-stage phosphorylation cascade. The MAPK Fus3 is phosphorylated following activation of the receptor Ste2. Doubly phosphorylated Fus3 in turn activates the transcription factor Ste12 by phosphorylation. Activated Ste12 induces transcription of *FUS1* which is considered as the reporter output of the pathway. Furthermore, activated Ste12 transcriptionally activates Fus3 and Ste2, constituting two positive feedback loops, and the phosphatase Msg5 as well as the RGS Sst2, constituting negative feedback loops. Differential equations are constructed based on mass action kinetics. Transcriptional induction is assumed to follow Michaelis-Menten kinetics. De-activation of the receptor relies on the GTP hydrolysis whereas phosphorylation reactions consume ATP, resulting in the energy cost in signal transduction. In order to characterize noise, the production rates and the initial protein concentrations are selected randomly around the central values from log-normal distributions with standard deviation (s.d.) of 30%. Noise propagated through the pathway is quantified as coefficient of variation (CV) of the final *FUS1* transcriptional output or active Fus3 (*FUS3<sub>PP</sub>*). The accuracy of the signal transduction is measured by calculating Fisher and mutual information from the distribution of the outputs. The ODEs are solved using CVode<sup>2</sup> interfaced with MATLAB.

The set of reactions is given by:

Activation of the receptor by pheromone

Phosphorylation of Fus3

De-phosphorylation of Fus3 by Msg5

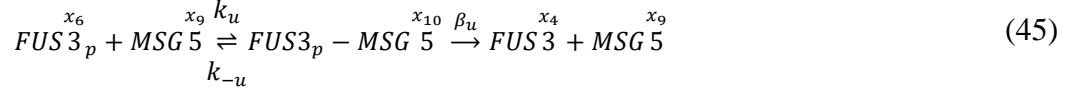De-phosphorylation of Fus3 by Ptp3

De-phosphorylation of Fus3 by Ptp2

Activation of Ste12 through phosphorylation by Fus3-PP

De-phosphorylation of Ste12

Transcriptional activation of FUS1 by Ste12-P

$$G \xrightarrow{\beta_{fus1}} FUS1 \xrightarrow{\gamma_{fus1}} \phi, \beta_{fus1} = \beta_0^{fus1} + \beta_{induced}^{fus1} \frac{STE12_p^2}{K_{fus1}^2 + STE12_p^2} \quad (51)$$

Transcriptional activation of Fus3 by Ste12-P

$$G \xrightarrow{\beta_{fus3}} FUS3 \xrightarrow{\gamma_{fus3}} \phi, \beta_{fus3} = \beta_0^{fus3} + \beta_{induced}^{fus3} \frac{STE12_p^2}{K_{fus3}^2 + STE12_p^2} \quad (52)$$

Transcriptional activation of Ste2 by Ste12-P

$$G \xrightarrow{\beta_{ste2}} STE\ 2 \xrightarrow{x_2 \gamma_{ste2}} \phi, \beta_{ste2} = \beta_0^{ste2} + \beta_{duced}^{ste2} \frac{STE12_p^2}{K_{ste2}^2 + STE12_p^2} \quad (53)$$

Transcriptional activation of Sst2 by Ste12-P

$$G \xrightarrow{\beta_{sst2}} SST\ 2 \xrightarrow{x_{22} \gamma_{ste2}} \phi, \beta_{sst2} = \beta_0^{sst2} + \beta_{induced}^{sst2} \frac{STE12_p^2}{K_{sst2}^2 + STE12_p^2} \quad (54)$$

Transcriptional activation of Msg5 by Ste12-P

$$G \xrightarrow{\beta_{msg5}} MSG\ 5 \xrightarrow{x_9 \gamma_{MSG5}} \phi, \beta_{msg5} = \beta_0^{msg5} + \beta_{induced}^{msg5} \frac{STE12_p^2}{K_{msg5}^2 + STE12_p^2} \quad (55)$$

Production of Ptp3

$$G \xrightarrow{\beta_{ptp3}} PTP\ 3 \xrightarrow{x_{12} \gamma_{ptp3}} \phi, \beta_{ptp3} = \beta_0^{ptp3} \quad (56)$$

The corresponding dynamic equations are as follows

$$\frac{dx_1}{dt} = -k_s x_1 x_2 + k_{-s} x_3 \quad (57)$$

$$\frac{dx_2}{dt} = -k_s x_1 x_2 + k_{-s} x_3 + \beta_{ste2} - \gamma_{ste2} x_2 \quad (58)$$

$$\frac{dx_3}{dt} = k_s x_1 x_2 - k_{-s} x_3 - k_p x_4 x_3 + k_{-p} x_5 + \beta_p x_5 - k_p x_6 x_3 + k_{-p} x_7 + \beta_p x_7 - \gamma_{ste2} x_3 \quad (59)$$

$$\frac{dx_4}{dt} = -k_p x_4 x_3 + k_{-p} x_5 + \beta_u x_{10} + \beta_{fus3} - \gamma_{fus3} x_4 \quad (60)$$

$$\frac{dx_5}{dt} = k_p x_4 x_3 - k_{-p} x_5 - \beta_u x_5 - \gamma_{fus3} x_5 \quad (61)$$

$$\frac{dx_6}{dt} = -k_p x_6 x_3 + k_{-p} x_7 + \beta_p x_5 + \beta_u x_{10} - k_u x_6 x_9 + k_{-u} x_{10} + \beta_u x_{11} + \beta_u x_{13} + \beta_u x_{15} - \gamma_{fus3} x_6 \quad (62)$$

$$\frac{dx_7}{dt} = k_p x_6 x_3 - k_{-p} x_7 - \beta_p x_7 - \gamma_{fus3} x_7 \quad (63)$$

$$\frac{dx_8}{dt} = -k_u x_8 x_9 + k_{-u} x_{11} + \beta_p x_7 - k_u x_8 x_{12} + k_{-u} x_{13} - k_u x_8 x_{14} + k_{-u} x_{15} - k_p x_8 x_{16} + k_{-p} x_{17} + \beta_p x_{17} \quad (64)$$

$$\frac{dx_9}{dt} = -k_u x_6 x_9 + k_{-u} x_{10} + \beta_u x_{10} - k_u x_8 x_9 + k_{-u} x_{11} + \beta_u x_{11} + \beta_{msg5} - \gamma_{msg5} x_9 \quad (65)$$

$$\frac{dx_{10}}{dt} = k_u x_6 x_9 - k_{-u} x_{10} - \beta_u x_{10} - \gamma_{fus3} x_{10} \quad (66)$$

$$\frac{dx_{11}}{dt} = k_u x_8 x_9 - k_{-u} x_{11} - \beta_u x_{11} - \gamma_{fus3} x_{11} \quad (67)$$

$$\frac{dx_{12}}{dt} = -k_u x_8 x_{12} + k_{-u} x_{13} + \beta_u x_{13} + \beta_{ptp3} - \gamma_{ptp3} x_{12} \quad (68)$$

$$\frac{dx_{13}}{dt} = k_u x_8 x_{12} - k_{-u} x_{13} - \beta_u x_{13} - \gamma_{fus3} x_{13} \quad (69)$$

$$\frac{dx_{14}}{dt} = -k_u x_8 x_{14} + k_{-u} x_{15} + \beta_u x_{15} + \beta_{ptp2} - \gamma_{ptp2} x_{14} \quad (70)$$

$$\frac{dx_{15}}{dt} = k_u x_8 x_{14} - k_{-u} x_{15} - \beta_u x_{15} - \gamma_{fus3} x_{15} \quad (71)$$

$$\frac{dx_{16}}{dt} = -k_p x_8 x_{16} + k_{-p} x_{17} + \beta_u x_{20} \quad (72)$$

$$\frac{dx_{17}}{dt} = k_p x_8 x_{16} - k_{-p} x_{17} - \beta_p x_{17} \quad (73)$$

$$\frac{dx_{18}}{dt} = -k_u x_{18} x_{19} + k_{-p} x_{20} + \beta_p x_{17} \quad (74)$$

$$\frac{dx_{19}}{dt} = -k_u x_{18} x_{19} + k_{-u} x_{20} + \beta_u x_{20} \quad (75)$$

$$\frac{dx_{20}}{dt} = k_u x_{18} x_{19} - k_{-u} x_{20} - \beta_u x_{20} \quad (76)$$

$$\frac{dx_{21}}{dt} = \beta_{fus1} - \gamma_{fus1} x_{21} \quad (77)$$

$$\frac{dx_{22}}{dt} = \beta_{sst2} - \gamma_{sst2} x_{22} \quad (78)$$

Values of the rate constants:

$$\begin{aligned} k_s &= 0.03 nM^{-1} s^{-1}; k_{-s} = 0.003 s^{-1}; \\ k_p &= 0.01 nM^{-1} s^{-1}; k_{-p} = 10 s^{-1}; \beta_p = 30 s^{-1}; \\ k_u &= 0.004 nM^{-1} s^{-1}; k_{-u} = 2.5 s^{-1}; \beta_u = 30 s^{-1}; \\ \beta_0^{fus1} &= 0.01 nM s^{-1}; \beta_{induced}^{fus1} = 10 nM s^{-1}; K_{fus1} = 100 nM; \gamma_{fus1} = 0.0001 s^{-1}; \\ \beta_0^{fus3} &= 0.2 nM s^{-1}; \beta_{induced}^{fus3} = 2.5 nM s^{-1}; K_{fus3} = 100 nM; \gamma_{fus3} = 0.0005 s^{-1}; \\ \beta_0^{ste2} &= 2 nM s^{-1}; \beta_{induced}^{ste2} = 50 nM s^{-1}; K_{ste2} = 10 nM; \gamma_{ste2} = 0.0005 s^{-1}; \\ \beta_0^{msg5} &= 0.02 nM s^{-1}; \beta_{induced}^{msg5} = 4.5 nM s^{-1}; K_{msg5} = 700 nM; \gamma_{msg5} = 0.0005 s^{-1}; \\ \beta_0^{sst2} &= 0.06 nM s^{-1}; \beta_{induced}^{sst2} = 6 nM s^{-1}; K_{sst2} = 8 nM; \gamma_{sst2} = 0.0005 s^{-1}; \\ \beta_0^{ptp3} &= 0.2 nM s^{-1}; \gamma_{ptp3} = 0.0005 s^{-1}; \\ \beta_0^{ptp2} &= 0.08 nM s^{-1}; \gamma_{ptp2} = 0.0005 s^{-1}; Ste12_{TOT} = 2000 nM; Phos_{ste12} = 100 nM \end{aligned}$$

Protein concentrations: *FUS3* = 200 nM; *STE2* = 4000 nM; *STE12* = 1200 nM; *SST2* = 120 nM; *MSG5* = 40 nM.

These values were initially chosen based on Refs<sup>3-5</sup> and subsequently adjusted to reproduce dose response and noise characteristics of the WT, *msg5Δ* and *sst2Δ* responses and the relative induction sensitivities of the feedback regulators as measured by RNA sequencing experiments.

For this model, the total ATP+GTP consumption rate in signal transduction is given by

$$Energy/min = k_{-s}[SST2][STE2_a] + \beta_p[FUS3_p - STE2_a] + \beta_p[FUS3 - STE2_a] \quad (79)$$

Stochastic simulations of the model at varying pheromone concentration were performed for a population of 500 cells. Cell-to-cell variability was added to each production rate, with 60% extrinsic and 40% intrinsic noise.

Different induction sensitivities of negative feedback regulators Msg5 and Sst2 were attained by varying the respective  $K_D$  values ( $K_{msg5}$ ,  $K_{sst2}$ ) for binding of Ste12-P to their promoters. Note that modified  $K_D$  values not only resulted in changed EC50s for the respective gene/protein, but also in changed (saturating) levels of protein production.

### Supplementary Note 3: Comparison of energy consumptions for negative feedback induction at different stages of the cascade

A two-stage signalling cascade can be simplified as

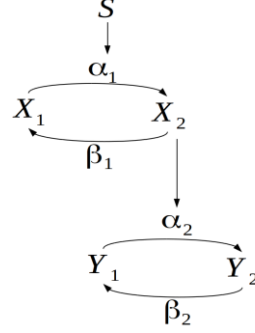

where active Y ( $Y_2$ ) is the signalling output of the cascade and active X ( $X_2$ ) is the activity at the upper stage. Then the energy consumption rate at steady state is given by

$$E = \beta_1 x_{2s} + \beta_2 y_{2s} \quad (80)$$

The steady states of active X and active Y are

$$x_{2s} = \frac{\alpha_1 S}{\alpha_1 S + \beta_1} X_{TOT}; y_{2s} = \frac{\alpha_2 x_{2s}}{\alpha_2 x_{2s} + \beta_2} Y_{TOT} \quad (81)$$

If now the dissipation at lower stage is increased  $n$  times, i.e.  $\beta'_2 = n\beta_2$ ,

the new steady state of active Y is

$$y'_{2s} = \frac{\alpha_2 x_{2s}}{\alpha_2 x_{2s} + n\beta_2} Y_{TOT} \quad (82)$$

In order to maintain the steady-state signalling output at the same level, new steady-state value of activity at the upper stage should become  $x'_{2s} = nx_{2s}$

This new steady state of  $X_2$  in our model can be attained by increasing the input  $S$ , resulting in increased energy consumption

$$E' = \beta_1 x'_{2s} + \beta'_2 y_{2s} = \beta_1 (nx_{2s}) + (n\beta_2) y_{2s} = nE; \quad (83)$$

$$\Rightarrow \frac{E'}{E} = n; \quad (84)$$

In contrast, if dissipation at the upper stage is increased by  $n$  times, i.e.  $k'_{d_1} = nk_{d_1}$ , the new steady state of active X is

$$x'_{2s} = \frac{\alpha_1 S}{\alpha_1 S + n\beta_1} X_{TOT} \quad (85)$$

In order to maintain the same steady state, we can adjust  $s \rightarrow ns$  without entailing any extra energy consumption at lower stage, hence the new energy consumption

$$E' = \beta'_1 x_{2s} + \beta_2 y_{2s} = (n\beta_1)x_{2s} + \beta_2 y_{2s}; \quad (86)$$

$$\Rightarrow \frac{E'}{E} < n; \quad (87)$$

The derivation implies that for such cascade the induction of the negative feedback at lower stage would lead to higher energy consumption compared to the feedback at upper stage.

#### Supplementary Note 4: Relation between Fisher information and energy consumption rate

Relation for a simple one-stage phosphorylation cycle: In the schematic diagram of a one-stage phosphorylation cycle shown below, S corresponds to the signalling molecule.  $X_1(X_2)$  represents the dephosphorylated (phosphorylated) form of the signalling protein X.

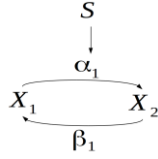

The dynamics of the active protein concentration is given by

$$\frac{dx_2}{dt} = \alpha_1 s X_T - \{\alpha_1 s + \beta_1\} x_2 \quad (88)$$

The steady state value of active X ( $x_2$ ) is given by

$$x_{2s} = \frac{\alpha_1 s X_T}{\alpha_1 s + \beta_1} \quad (89)$$

The linearized equation around a steady state with adding a Gaussian white noise term

$$\frac{d\Delta x_2}{dt} = -\{\alpha_1 s + \beta_1\} \Delta x_2 + \xi_1(t) \quad (90)$$

$$\langle \xi_1(t_1) \rangle = 0 \quad (91)$$

$$\langle \xi_1(t_1) \xi_1(t_2) \rangle = 2\alpha_1 s X_T \delta(t_1 - t_2) \quad (92)$$

The variance in the active protein concentration

$$\sigma_x^2 = \langle \Delta x_2^2 \rangle = \frac{2\alpha_1 s X_T}{2(\alpha_1 s + \beta_1)} = x_{2s}; \Rightarrow \eta^2 = \frac{\sigma_x^2}{x_{2s}^2} = \frac{1}{x_{2s}} \quad (93)$$

The Fisher information can be written as in Text S3

$$F(s) = \left\langle \left( \frac{\partial}{\partial s} \log[p(x|s)] \right)^2 \right\rangle \approx \frac{1}{\eta^2} \left( 1 + \frac{1}{2x_{2s}} \right) \left( \frac{\partial \log(x_{2s})}{\partial s} \right)^2 \quad (94)$$

Substituting the above values of mean and variance yields

$$F(s) = \left( X_T \frac{s}{s + \beta_1/\alpha_1} + \frac{1}{2} \right) \left( \frac{\beta_1/\alpha_1}{s(s + \beta_1/\alpha_1)} \right)^2 \quad (95)$$

The energy consumption rate at steady state can be written as

$$E = \beta_1 x_{2s} \Rightarrow \beta_1 = \frac{\alpha_1 E s}{E_m - E}; E_m = \alpha_1 X_T s \quad (96)$$

Here,  $E_m$  is the maximum energy consumption rate possible at a particular value of stimulus ( $s$ ), i.e., when dissipation rate is very high.

Converting the dissipation rate value by the energy consumption rate, we finally get a relationship between information and energy at a particular input value ( $s$ ),

$$F = \frac{X_T}{s^2} (\bar{E})^2 \left( 1 + \frac{1}{2X_T} - \bar{E} \right); \bar{E} = \frac{E}{E_m} \quad (97)$$

This shows that the information  $F$  increases with the energy consumption rate  $E$ . However, the information increases till  $\bar{E} = \frac{2}{3} \left( 1 + \frac{1}{2X_T} \right)$  where information attains a maximum value. If energy consumption due to dissipation is much higher than this value, information cannot be gained anymore by increasing energy consumption.

Similarly, information per unit energy is given by

$$\frac{F}{\bar{E}} = \frac{1}{E_m} \frac{X_T}{s^2} (\bar{E}) \left( 1 + \frac{1}{2X_T} - \bar{E} \right) \quad (98)$$

The information per energy reaches a maximum at  $\bar{E} = \frac{1}{2} \left( 1 + \frac{1}{2X_T} \right)$  which is lower than the energy for maximum information. From these expressions of information and information per energy, the integrated values can also be determined as

$$P = \int_{s_0}^{\infty} F(s) ds = \int_{s_0}^{\infty} \frac{X_T}{s^2} \left( \frac{a}{s+a} \right)^2 \left( 1 + \frac{1}{2X_T} - \frac{s}{s+a} \right) ds; a = \frac{\beta_1}{\alpha_1} \quad (99)$$

Here, the dissipation rate is  $\beta_1$  and without any loss of generality we can assume that dissipation rate is measured in the unit of  $\alpha_1$ . Then,  $\beta_1 = a$  in the units of  $\alpha_1$ .

We assume that the number of total protein molecules  $X_T$  is large so that we can neglect the  $\frac{1}{2X_T}$  term, yielding

$$P = \int_{s_0}^{\infty} X_T \frac{a^2}{s} \left( \frac{1}{s+a} \right)^3 ds \quad (100)$$

here,  $s_0$  signifies basal pathway activity.

The integrated information per energy is given by

$$R = \int_{s_0}^{\infty} \frac{F(s)}{E(s)} ds = \int_{s_0>0}^{\infty} \frac{1}{\alpha_1} \frac{a}{s^2} \left( \frac{1}{s+a} \right)^2 ds \quad (101)$$

By integrating we finally obtain the expressions for total information ( $P$ ) and total information per energy consumption ( $R$ ) as a function of the dissipation rate  $a$

$$P = \frac{X_T}{a} \left[ \log \left( 1 + \frac{a}{s_0} \right) - 1.5 + 2 \frac{s_0}{a(a+s_0)} - \frac{s_0^2}{a(a+s_0)^2} \right] \quad (102)$$

$$R = \frac{1}{\alpha_1 a^2} \left[ -2 \log \left( 1 + \frac{a}{s_0} \right) + \frac{a}{s_0} + \frac{a}{a+s_0} \right] \quad (103)$$

Supplementary figure 15A displays the normalized values of  $P$  and  $R$  as function of the dissipation rate for a basal level activity  $s_0 = 0.4$ . It shows that the information is indeed gained as the dissipation rate is increased. On the other hand, the information per energy consumption initially improves with higher dissipation rate and attains a maximum at around the value 0.5 indicating a trade-off between information gain and corresponding consumption of energy. However, the information starts to reduce slowly at high dissipation.

Relation for a simple two-stage phosphorylation cycle: In the schematic diagram of a two stage phosphorylation cascade shown below,  $S$  corresponds to the signalling molecule.  $X_1(X_2)$  represents the dephosphorylated (phosphorylated) form of the upstream signalling protein  $X$ .  $Y_1(Y_2)$  represents the dephosphorylated (phosphorylated) form of the downstream signalling protein  $Y$ .

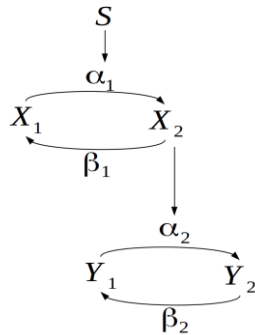

In this case, the dynamics of the active protein concentration is given by

$$\frac{dx_2}{dt} = \alpha_1 X_T s - \{\alpha_1 s + \beta_1\} x_2 \quad (104)$$

$$\frac{dy_2}{dt} = \alpha_2 Y_T x_2 - \{\alpha_2 x_2 + \beta_2\} y_2 \quad (105)$$

The steady state values of active X and active Y from the above equations are given by

$$x_{2s} = \frac{\alpha_1 s X_T}{(\alpha_1 s + \beta_1)}; y_{2s} = \frac{\alpha_2 x_{2s} Y_T}{(\alpha_2 x_{2s} + \beta_2)} \quad (106)$$

The linearized equation around the steady with adding Gaussian white noise terms

$$\frac{d\Delta x_2}{dt} = -\{\alpha_1 s + \beta_1\} \Delta x_2 + \xi_1(t) \quad (107)$$

$$\frac{d\Delta y_2}{dt} = \alpha_2 (Y_T - y_{2s}) \Delta x_2 - \{\alpha_2 x_{2s} + \beta_2\} \Delta y_2 + \xi_2(t) \quad (108)$$

$$\langle \xi_1(t_1) \rangle = 0 \quad (109)$$

$$\langle \xi_1(t_1) \xi_1(t_2) \rangle = 2\alpha_1 X_T s \delta(t_1 - t_2) \quad (110)$$

$$\langle \xi_2(t_1) \rangle = 0 \quad (111)$$

$$\langle \xi_2(t_1) \xi_2(t_2) \rangle = 2\alpha_2 Y_T x_{2s} \delta(t_1 - t_2) \quad (112)$$

The mean and variance in the active protein concentration

$$y_{2s} = Y_T \frac{X_T \frac{s}{s + a_1}}{a_2 + X_T \frac{s}{s + a_1}}; a_1 = \frac{\beta_1}{\alpha_1}; a_2 = \frac{\beta_2}{\alpha_2} \quad (113)$$

$$\sigma_y^2 = y_{2s} \left[ 1 + \frac{\beta_2^2}{\alpha_2 (\alpha_1 s + \beta_1 + \alpha_2 x_{2s} + \beta_2)} \left( \frac{1}{Y_T} \right) \left( \frac{y_{2s}}{x_{2s}} \right)^2 \right] \quad (114)$$

If  $Y_T$  is very high, the second term will be much small compared to one which would imply that  $\eta_y^2 \sim \frac{1}{y_{2s}}$ .

Hence, the Fisher information can be written as

$$F(s) = \left\langle \left( \frac{\partial}{\partial s} \log[p(x | s)] \right)^2 \right\rangle \approx \frac{1}{\eta_y^2} \left( 1 + \frac{1}{2y_{2s}} \right) \left( \frac{\partial \log(y_{2s})}{\partial s} \right)^2 \quad (115)$$

Substituting the above values of mean and variance yields

$$F(s) = \frac{Y_T}{a_2 a_2} \left( \frac{a_1 a_2}{a_2 + X_T} \right)^3 \frac{1}{s \left( s + \frac{a_1 a_2}{(a_2 + X_T)} \right)^3} \quad (116)$$

$$F(s) \approx \frac{Y_T}{a_2 a_2} \left( \frac{a_1 a_2}{X_T} \right)^3 \frac{1}{s \left( s + \frac{a_1 a_2}{X_T} \right)^3}; X_T \gg a_2 \quad (117)$$

Here, as mentioned before, the dissipation rate is  $\beta_1(\beta_2)$  and we can assume that dissipation rate is

measured in the unit of  $\alpha_1(\alpha_2)$ .

Then,  $\beta_1 = a_1$  and  $\beta_2 = a_2$

This shows that  $F$  is symmetric with respect to swapping of the values of the dissipation rates  $a_1$  and  $a_2$ , if the number of molecule  $X_T$  is high. Since, the information only depends on the product of the dissipation rates, the value of the product will remain invariant if we just interchange the values of  $a_1$  and  $a_2$ . This implies that higher dissipation rate upstream and lower dissipation rate downstream would transmit the same amount of information as in the reverse case.

The total integrated information is given by

$$P = \int_{s_0}^{\infty} F(s) ds = \frac{Y_T}{a_1 a_2} \left[ \log \left( 1 + \frac{a_1 a_2}{(a_2 + X_T) s_0} \right) - 1.5 + 2 \frac{s_0}{s_0 + \frac{a_1 a_2}{a_2 + X_T}} - \frac{s_0^2}{\left( s_0 + \frac{a_1 a_2}{a_2 + X_T} \right)^2} \right] \quad (118)$$

The energy consumption rate at a particular signal strength can be quantified as

$$E = \beta_1 x_{2s} + \beta_2 y_{2s} = \alpha_1 X_T s \frac{1}{s + a_1} \left[ a_1 + \frac{\alpha_2 Y_T}{\alpha_1 X_T} \frac{a_2}{\frac{s}{s + a_1} + \frac{a_2}{X_T}} \right] \quad (119)$$

The information per unit energy consumption rate

$$\frac{F}{E} = \frac{1}{\alpha_1 X_T} Y_T \frac{b^3}{a_1 a_2 (a_1 + \gamma a_2)} \frac{s + a_1}{s(s + b)^3 (s + c)}; b = \frac{a_1 a_2}{(a_2 + X_T)}, \gamma = \frac{\alpha_2 Y_T}{\alpha_1 X_T}, c = \frac{\gamma a_1 a_2}{(\gamma a_2 + a_1)} \quad (120)$$

$$\frac{F}{E} = \frac{1}{\alpha_2} \frac{b^3}{a_1 a_2^2} \frac{1}{s(s + b)^3}; b \approx \frac{a_1 a_2}{(X_T)}, \gamma \gg 1, c = a_1 \quad (121)$$

The expression of information per energy is not symmetric anymore because of the  $a_2^2$  term in the denominator. This implies that if the values of  $a_1$  and  $a_2$  are interchanged, in the case where the downstream dissipation rate  $a_2$  is higher the information per unit energy consumption would be lower. This corroborates our observation in the previous section that the dissipation at the lower level is more expensive with respect to energetic cost.

The integrated information per unit energy is given by

$$R = \int_{s_0}^{\infty} \frac{F(s)}{E(s)} ds = \frac{1}{\alpha_2 a_1 a_2^2} \left[ \log \left( 1 + \frac{a_1 a_2}{X_T s_0} \right) - 1.5 + 2 \frac{s_0}{s_0 + \frac{a_1 a_2}{X_T}} - \frac{s_0^2}{\left( s_0 + \frac{a_1 a_2}{X_T} \right)^2} \right] \quad (122)$$

Supplementary Figure 15B displays the patterns of information and information per energy as a function of the upstream and downstream dissipation rates ( $X_T = 100; s_0 = 0.1$ ). It illustrates that the optimum downstream dissipation rate moves to a lower value compared to the dissipation rate upstream, when the trade-off between the information and energy is considered. The information is symmetric with respect to the dissipation rates while the information per unit energy consumption

attains an optimum where downstream dissipation rate is lower than the dissipation rate upstream. Here we did not include any noise suppression by the negative feedback in this analytical calculation of determining information transmission. Information transmission with the feedback loops is incorporated in detail in the simulation framework presented in Supplementary Note 2.

### Supplementary Note 5: Estimation of energetic cost for signalling

Energy consumption for Fus3 re-phosphorylation: Since the phosphorylation reactions are essentially irreversible, ATP will be consumed at every phosphorylation event. At steady state, the ATP turnover rate would be equal to the de-phosphorylation flux. According to the reaction rate values, the ATP turnover rate is approximately  $30 \text{ sec}^{-1}$  <sup>3</sup> if we assume 100 molecules of the phosphatase <sup>4</sup>. If 50% of Fus3 is phosphorylated at steady state, and assuming that the number of Fus3 molecules is  $10,000 \text{ cell}^{-1}$  <sup>4</sup>, the ATP consumption rate is given by

$$\begin{aligned} \text{ATP turnover} &= 30/s; \text{phosphorylation} = 5 \times 10^3; \\ \text{ATP consumption/hr} &= (30/s) \times (5 \times 10^3) \times (3600 \text{ s/hr}) \sim 5 \times 10^8 \end{aligned}$$

Clearly, if the phosphatase concentration increases by two-fold, the ATP turnover rate would also increase by two-fold to keep the phosphorylation state constant.

Total energy consumed by a cell during maximum growth: Glucose uptake rate  $\sim 10 \text{ mmol gDW}^{-1} \text{ h}^{-1}$  and dry weight (DW) of a haploid yeast cell  $\sim 15 \text{ pg} = 15 \times 10^{-12} \text{ g}$  <sup>6</sup>

Number of ATP molecules produced during fermentative growth per molecule of glucose  $\sim 2$  <sup>6,7</sup>.

Thus, total ATP consumed per cell in 1 hr is given by  $2 \times (10^{-2} \text{ mol g}^{-1} \text{ h}^{-1}) \times (6 \times 10^{23} \text{ mol}^{-1}) \times (15 \times 10^{-12} \text{ g}) \sim 2 \times 10^{11}$

Thus, energy consumed for Fus3 re-phosphorylation under the described assumptions approximates  $\frac{5 \times 10^8}{2 \times 10^{11}} \sim 0.002$  or 0.2% of total cellular energy consumption.

Pathway protein synthesis cost: Numbers of pathway protein molecules/cell in the induced state are roughly <sup>4</sup>:

Fus3  $\sim 10^4$ ; Ste2  $\sim 5 \times 10^3$ ; Ste11  $\sim 3 \times 10^3$ ; Ste7  $\sim 10^3$ ; Ste12  $\sim 10^3$ ; Msg5  $\sim 10^2$

We assume that the proteins consist of 400 amino acids on average and approximately 5 ATP molecules are consumed per residue <sup>6</sup> for protein production. If we further assume that the whole set of proteins has to be newly synthesized per hour (due to growth dilution and protein degradation) then the total amount of ATP consumed per cell in one hour is given by

$$5 \times 400 \times (10^4 + 5 \times 10^3 + 3 \times 10^3 + 10^3 + 10^3 + 10^2) \sim 4 \times 10^7$$

## Supplementary Figures

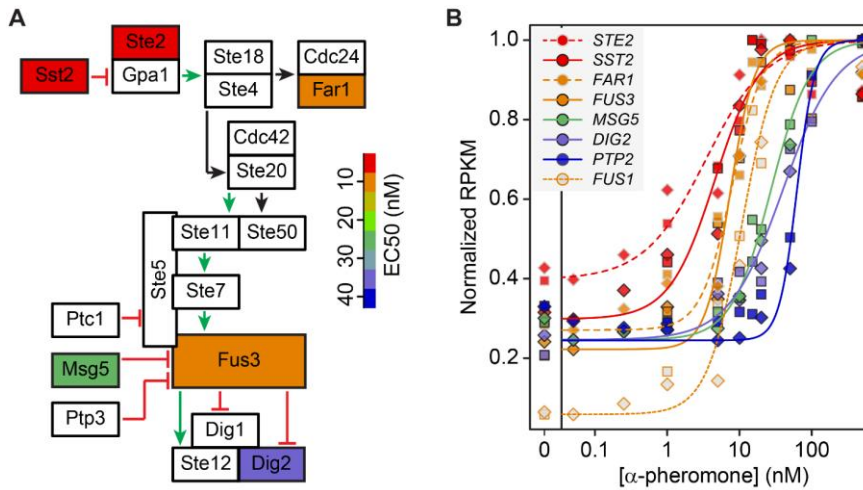

**Supplementary Figure 1.** Transcriptional feedback regulation of the pheromone response pathway.

**(A)** Schematic depiction of the yeast pheromone pathway, with pheromone-dependent transcriptional induction of pathway genes coloured according to EC50 values of their dose-responses. mRNA levels of pathway components in white boxes were not upregulated by pheromone, and these components were thus not considered as transcriptional feedback regulators.

**(B)** Dose-dependence of pheromone activation for indicated genes encoding pathway components. Shown are normalized RNA levels as measured in two independent RNA sequencing experiments (shown with different symbols) at 60 minutes after addition of respective dose of pheromone in a strain deleted for  $\alpha$ -pheromone protease gene *BAR1* (Supplementary Table S1). Lines are fits with a sigmoidal function used to infer EC50 values, used for the colour scale in (A) and (B). 

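*FAR1* (YJL157C, chromosome X from 123836 to 126328) had an EC50 of 8.96 nM (95% interval 7.40 to 10.2 nM). Over the 8 genes drawn, the fits explained 87.8% to 98.6% of the variance, least for *STE2* and most for *PTP2*, and the Hill coefficients lay between 1.28 for *DIG2* and 4.36 for *PTP2*.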

Expression of pheromone-responsive gene *FUS1*, the promoter of which was used as a transcriptional reporter of pathway activity, is shown for comparison.

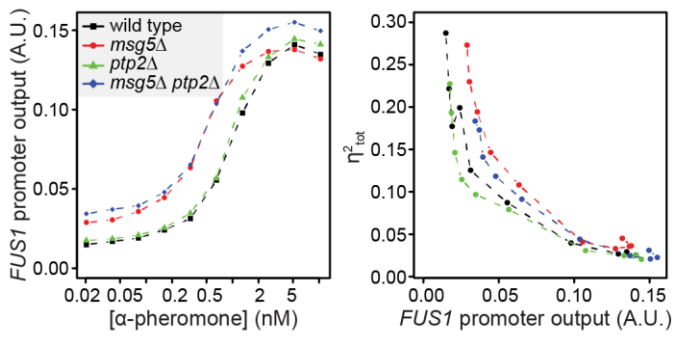

**Supplementary Figure 2.** Pheromone-inducible phosphatase Ptp2 has little effect on pheromone signalling.

$P_{FUS1}$ -GFP reporter activation by different doses of pheromone (left) and noise at different reporter output levels (right) for wild type and strains deleted for phosphatase-coding genes *MSG5* and *PTP2*, separately and in combination. The experiment was performed once.

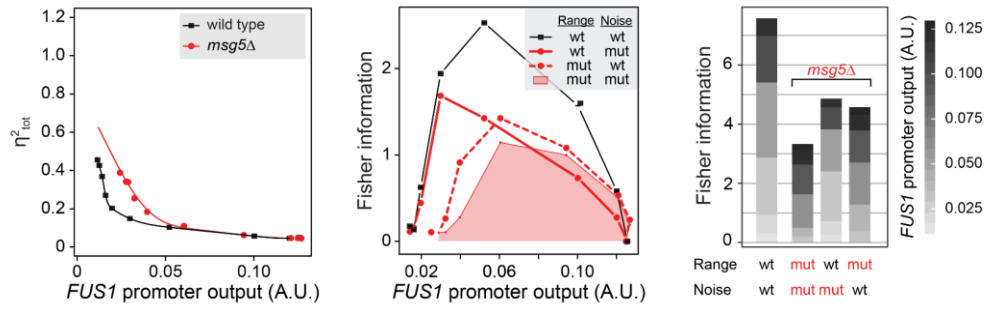

**Supplementary Figure 3.** Reduced output range and increased noise lower Fisher information in *msg5Δ* mutant.

Left panel: Dependence of noise on pathway output for the wild type and *msg5Δ* mutant. All analyses were performed on means of two independent experiments (shown in Fig. 2A,B). Data were first smoothed by local regression using the *loess()* function in R with standard settings and subsequently fitted with a cubic spline algorithm with 1000 points resolution using the *spline()* function in R, which also enabled projecting noise levels beyond the output range of *msg5Δ* mutant. Middle panel: For calculation of Fisher information with different combination of output range and noise, original data for dose responses and noise levels derived from the fits to the data were used. Thus, plots for wild type and *msg5Δ* mutant slightly differ from those shown in Fig. 2C. Projecting either wild-type output range or wild-type noise levels on the mutant increases Fisher information to a similar overall extent, but at different output ranges. Right panel: Aggregated Fisher information for the different output range / noise combinations with local information at different output levels shown in different shades of grey.

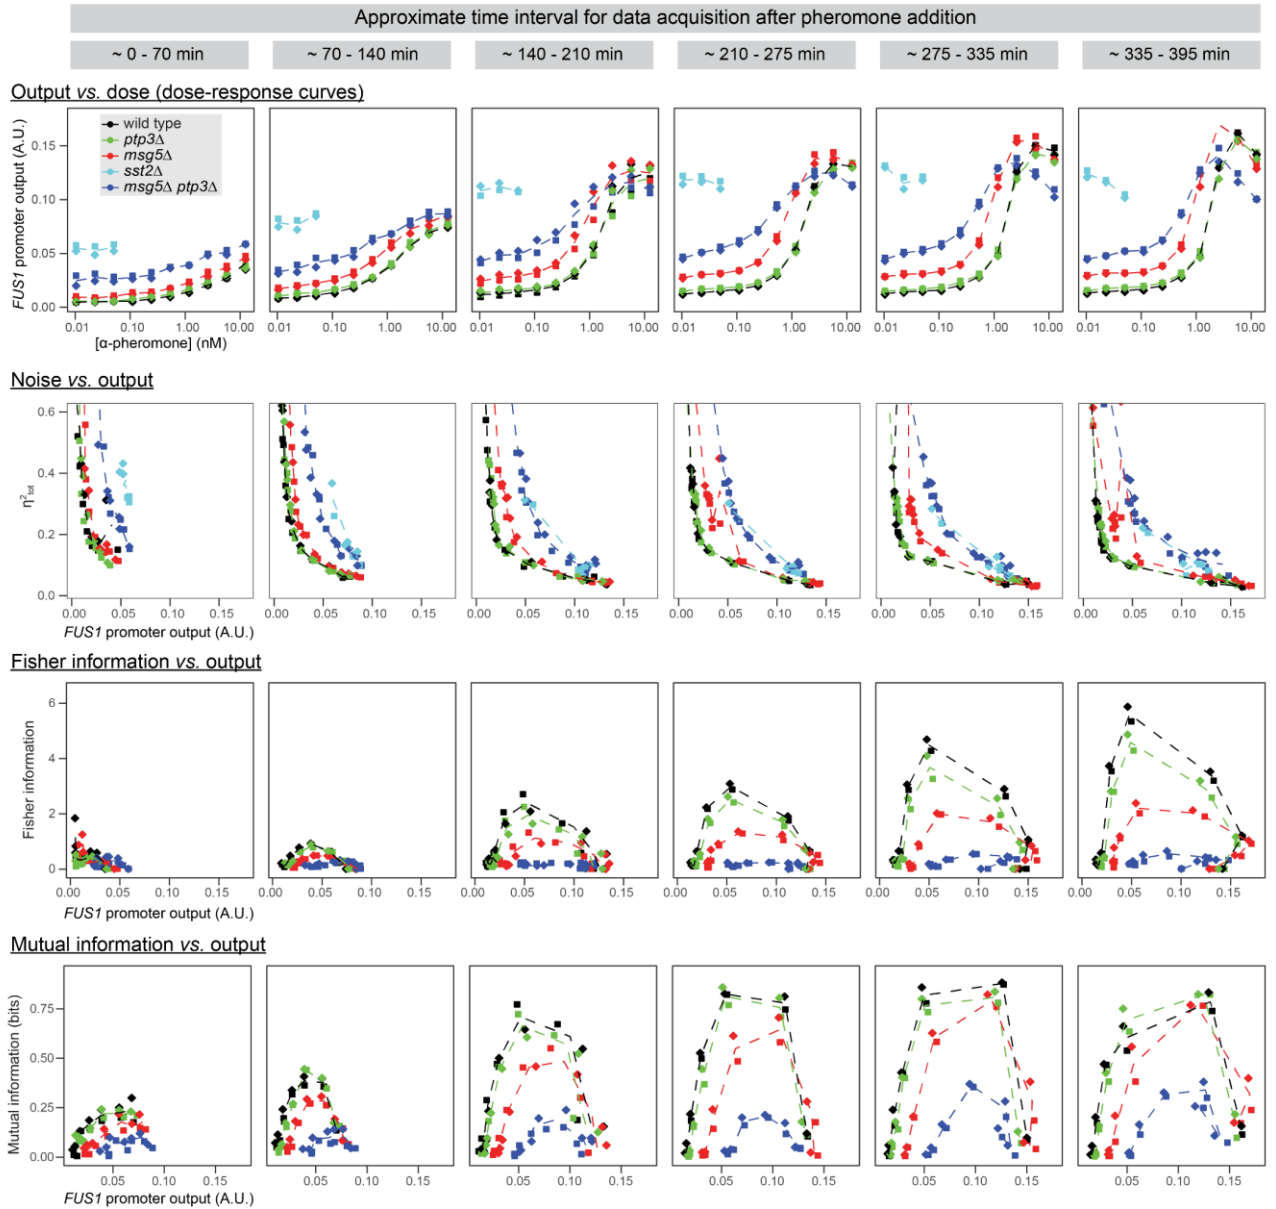

**Supplementary Figure 4.** Effects of negative feedback regulators over time.

Dose responses, noise, Fisher and mutual information (as indicated) at different time intervals (indicated at top) after pheromone stimulation for wild type (black) and strains deleted for negative regulators (colours as indicated). Data were obtained in two independent experiments (shown with different symbols). Dashed lines connect the means of both experiments. Plots in the third column (140-210 minutes after stimulation) are replicates of plots shown in Figure 2A-D.

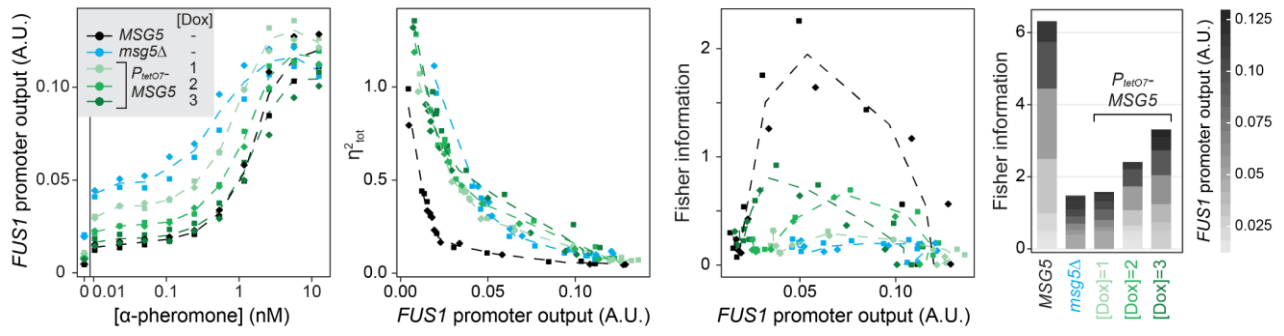

**Supplementary Figure 5.** Constitutive expression of *MSG5* only partially rescues loss of precision of input estimation.

Dose-dependence of pathway activation (left panel), output noise (2nd panel) and calculated Fisher information (3rd and rightmost panels) for strains with wild type (black), deletion (blue), and different levels of constitutive expression of *MSG5* (at indicated induction by doxycycline (Dox, in  $\mu\text{g/ml}$ )). All strains were additionally deleted for *PTP3*. The three panels on the left show results of two independent experiments (with different symbols); dashed lines connect means of both experiments. The right-most plot shows aggregated Fisher information over the whole output range as calculated from the means of both experiments, with individual contributions at different output levels in different shades of grey.

**A**

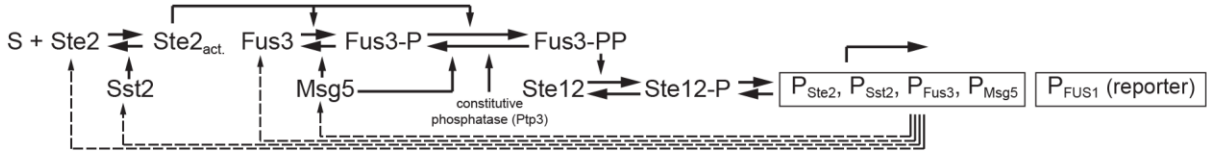

**B**

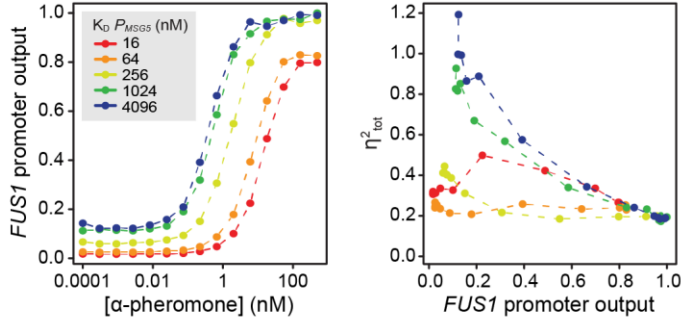

**C**

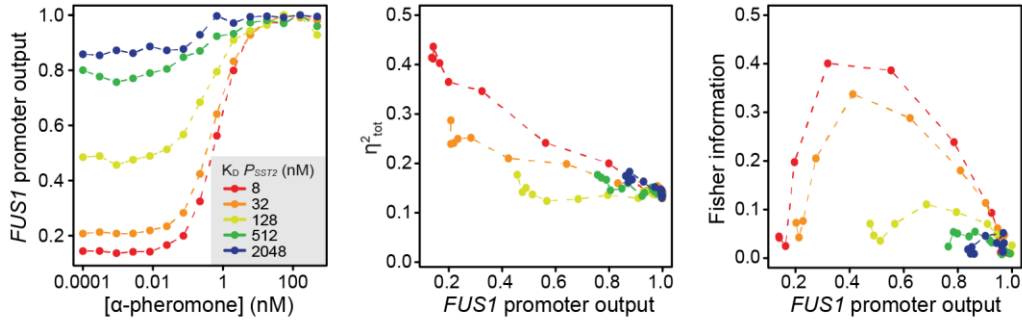

**Supplementary Figure 6.** Simulated effects of varying sensitivities of transcriptional *MSG5* and *SST2* induction.

(A) Cartoon of simplified mathematical model used to simulate pheromone pathway responses. Pheromone (S) binds to the receptor (Ste2) and activates Fus3 through two-step phosphorylation. Activated Fus3 further phosphorylates Ste12 which then stimulates transcription of feedback regulators Ste2, Sst2, Fus3 and Msg5 through binding of their respective promoters.

(B) Simulated pathway response (left) and noise (middle) at different sensitivities of *MSG5* induction, tuned by changing binding affinity of active Ste12-P to the *MSG5* promoter ( $K_D P_{MSG5}$ ). Induction sensitivity for *SST2* was kept constant at  $K_D P_{SST2} = 8$  nM, the value estimated from simulations of wild type data (Fig. 2). Information transmission calculated based on these data is shown in Figure 3A.

(C) Simulated pathway response (left), noise (middle) and information transmission (right) at different sensitivities of *SST2* induction. Induction sensitivity for *MSG5* was kept at the value estimated from simulating wild type data ( $K_D P_{MSG5} = 700$  nM).

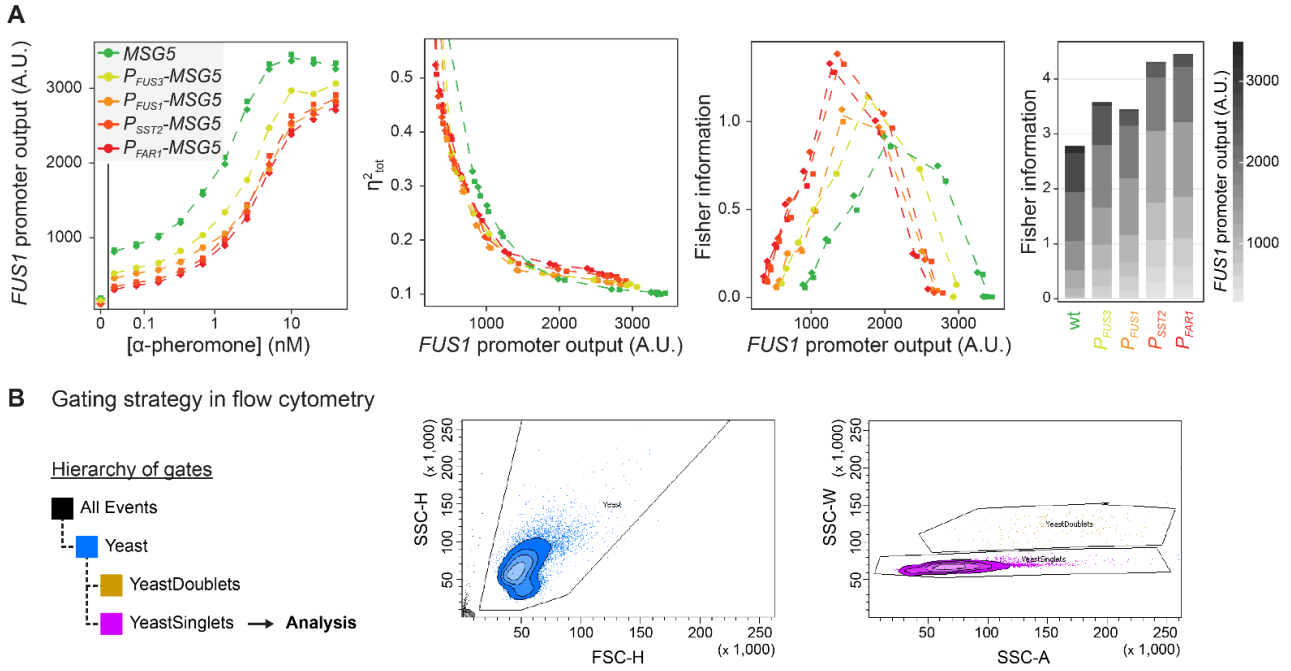

**Supplementary Figure 7.** Sensitized *MSG5* induction leads to higher maximal information transmission.

(A) Dose-response behaviour of  $P_{FUS1}$ -GFP (left panel), and corresponding noise (2nd panel) and Fisher information (3rd and rightmost panels) for strains in which expression of *MSG5* was controlled by its native promoter (green) or several different promoters that respond more sensitively to pheromone (yellow to red). Data were acquired by flow cytometry approximately 2.5 hours after pheromone addition with approximately 10,000 cells analysed per sample. The three plots on the left show results of two independent experiments (with different symbols); dashed lines connect means of both experiments. The right-most plot shows aggregated Fisher information over the whole output range as calculated from the means of both experiments, with individual contributions at different output levels in different shades of grey.

(B) Gating strategy for analysis of flow cytometry data, with the hierarchy of gates (left panel) and examples of plots with the defined gates (middle and right panels). The total of detected events (All Events) were gated by side scatter (SSC-H) and forward scatter (FSC-H) to define yeast cell events (Yeast gate in the middle); this population was further gated by side scatter width (SSC-W) and side scatter area (SSC-A) to distinguish yeast single cells (YeastSinglets) from yeast aggregates (YeastDoublets; plot on the right). Data shown in (A) were derived from gate YeastSinglets. Gates were drawn manually using the BD FACS DIVA software (BD Biosciences). Per sample, 10,000 events within the Yeast gate were recorded.

### Microscopy measurements

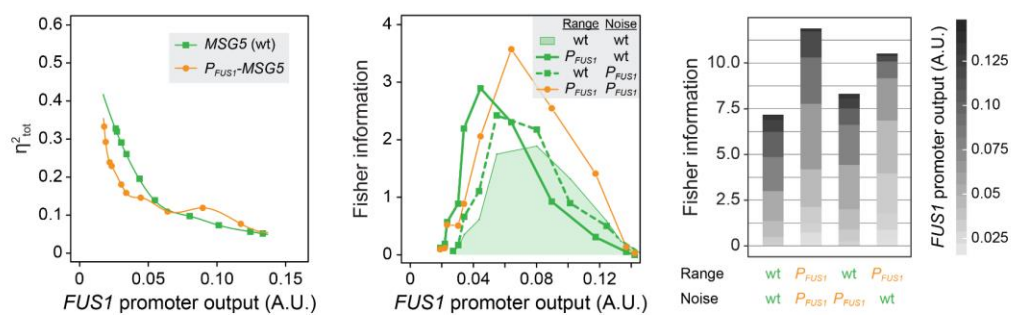

### Flow-cytometry measurements

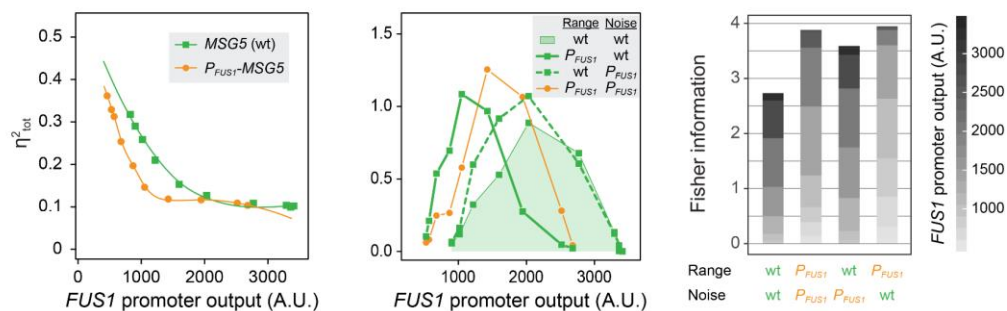

**Supplementary Figure 8.** Effects of output range and noise on Fisher information upon sensitized *MSG5* induction.

Approach for disentanglement and panels from left to right are as in Supplementary Figure 3. Upper and lower rows show analyses for data acquired with microscopy and flow cytometry, respectively.

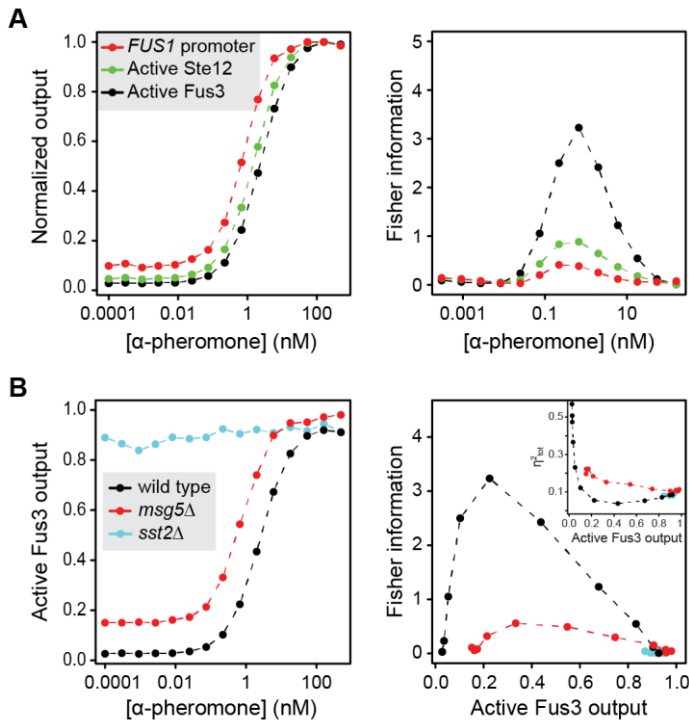

**Supplementary Figure 9.** Active Fus3 contains more information than a single transcriptional reporter.

(A) Simulated dose response (left panel) and Fisher information (right panel) for active Fus3 (Fus3-PP), active Ste12 (Ste12-P) and  $P_{FUS1}$  transcriptional reporter (colours as indicated).

(B) Simulation of output range (left panel) and Fisher information (right panel) and noise (right panel inset) for active Fus3 in the absence of indicated negative feedback regulators.

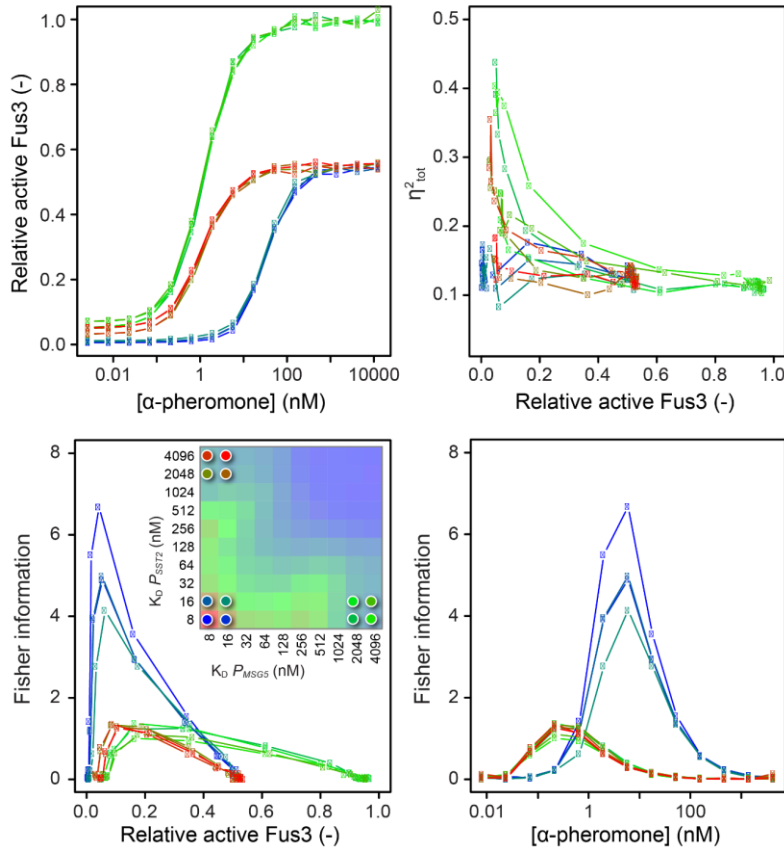

**Supplementary Figure 10.** Simulation of Fus3 signalling output at different *MSG5* and *SST2* induction sensitivities.

Plots show simulations of dose responses (top left panel), noise (top right panel) and Fisher information plotted against Fus3 activity (bottom left panel) or against pheromone concentrations on a logarithmic scale (bottom right panel), with selected induction sensitivities for *MSG5* and *SST2* feedbacks. The colour code for *MSG5* and *SST2* induction sensitivities, i.e.,  $K_D$  values of Ste12-P to their respective promoters, is indicated in the inset of bottom left figure, which is a replicate of the Total Fisher information matrix shown in Figure 4A. Combinations of either low sensitivity for *SST2* and high sensitivity for *MSG5* (blue shades) or vice versa (green shades, corresponding to experimentally observed behaviour) result in similar total Fisher information. Concentrations of active Fus3 (Fus3-PP) were normalized to its maximum reached in all simulations.

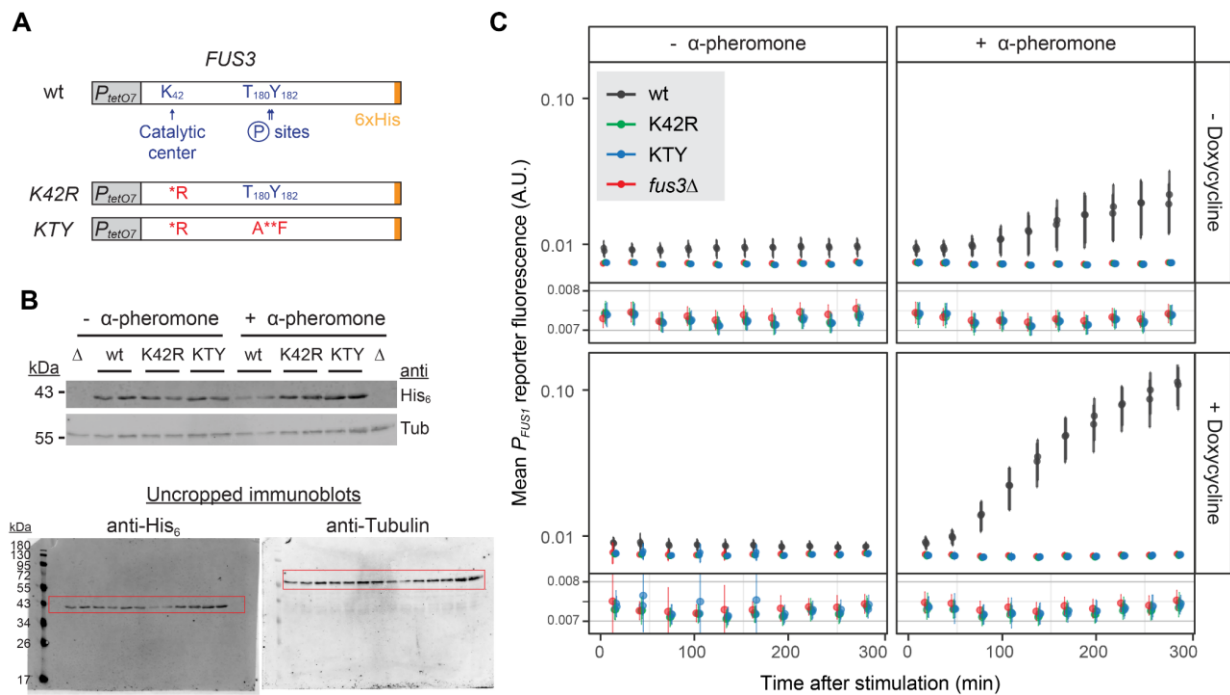

**Supplementary Figure 11.** Fus3 variants KTY and K42R are incapable of signalling .

(A) Schematic overview of the *FUS3* gene constructs employed for growth competition experiments. Genes are controlled by  $P_{tetO7}$  promoter, which renders them inducible by Doxycycline (Dox), and contain a C-terminal 6xHis tag. Amino acids exchanged in *fus3-K42R* and *-KTY* are indicated in red.

(B,C) Fus3-K42R and *-KTY* are expressed but incapable of transmitting the pheromone signal. Tested strains carried a  $P_{FUS1}$ -mCherry reporter and were either deleted for *FUS3* ( $\Delta$ , yAA373) or contained a chromosomally integrated variant as described in (A). The *fus3* $\Delta$  parental strain and two transformants for each *fus3* allele were grown in minimal medium in the absence or presence (20  $\mu$ g/ml) of Dox for about 5 hours. Part of the cultures was used for fluorescence time-lapse microscopy to measure expression of the pheromone-responsive  $P_{FUS1}$ -mCherry reporter in the absence or in presence (20 nM) of pheromone; activities of the reporter (mean  $\pm$  s.d. of individual cells) were plotted on a logarithmic scale (C). Note that activities of the reporter in Fus3-K42R or *-KTY* containing strains do not change, neither by induction of *fus3*-allele expression with pheromone nor by pheromone application and are indistinguishable from each other and *fus3* $\Delta$  strain. To highlight this point, reporter activities in those strains are plotted in a zoomed-in linear scale below the main plots. The remaining Dox-containing cultures were split and incubated for another 90 min in the absence or in presence (20 nM) of pheromone. Cells were harvested and lysed and the resulting cell lysates were separated by SDS-PAGE, blotted on a Nitrocellulose membrane and probed sequentially with anti-His (Biolegend) and anti-Tubulin (Abcam) antibodies; uncropped full scans of the immunoblot membrane are shown at the bottom (B). Experiments shown in (B,C) were performed once.

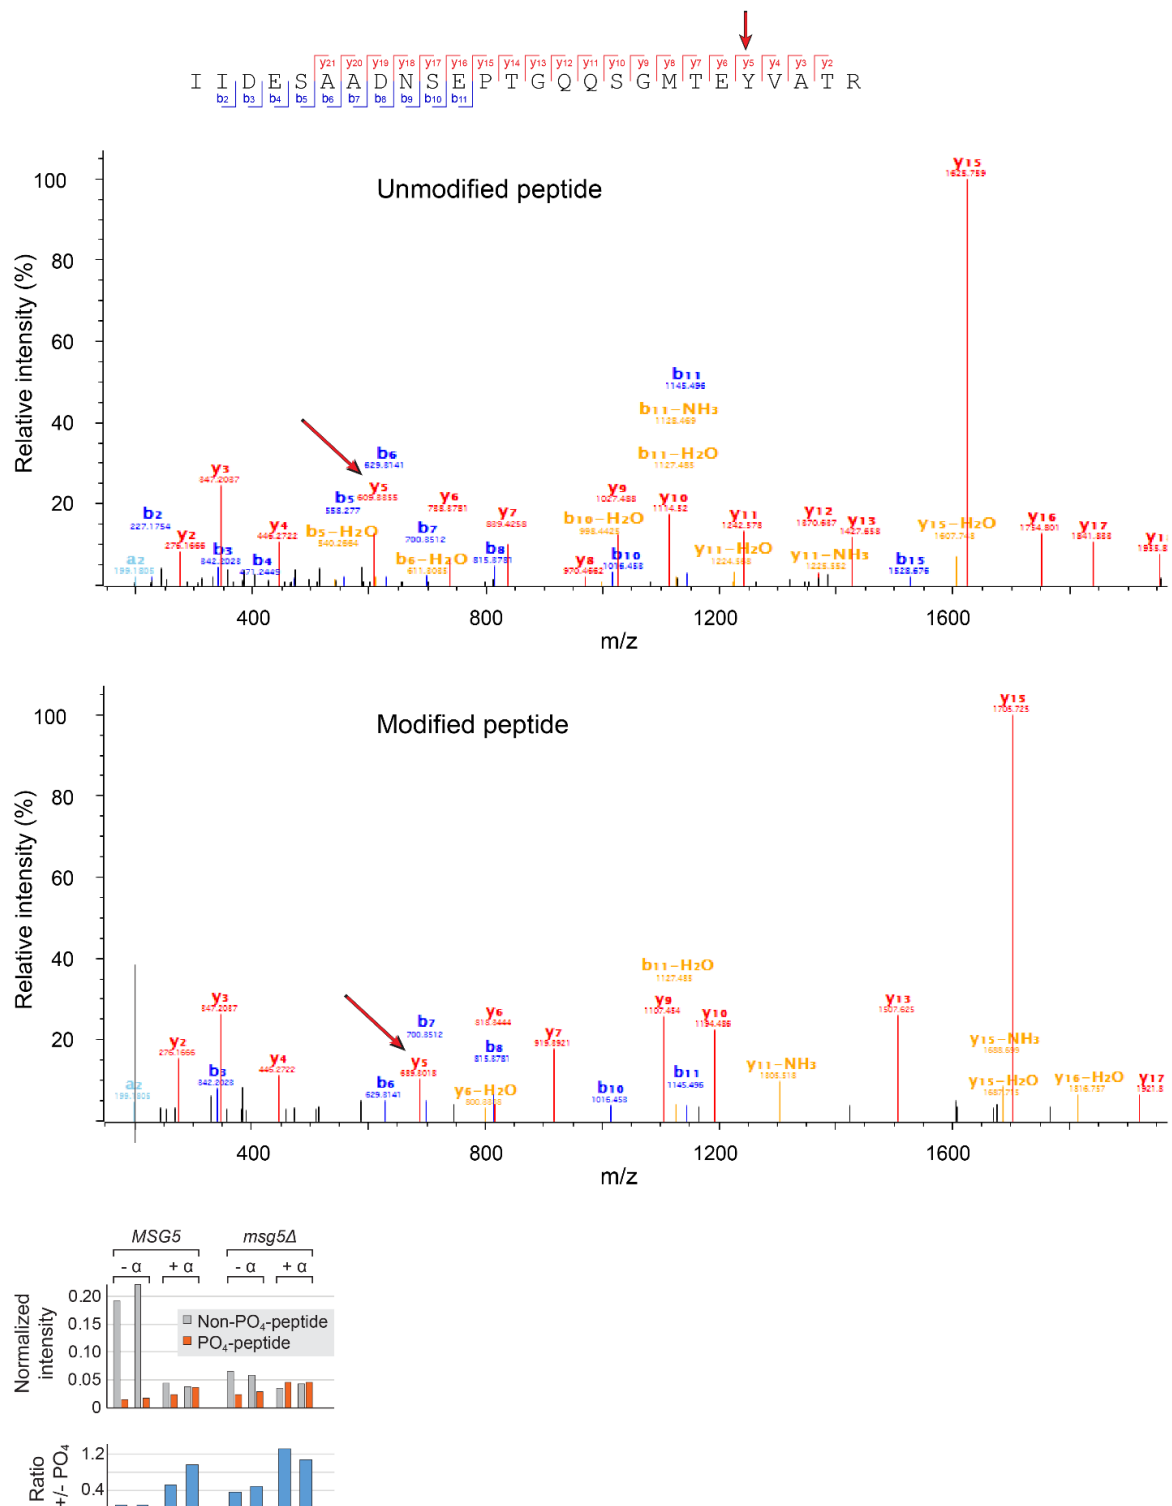

### Supplementary Figure 12 . *In-vivo* phosphorylation of Fus3-K42R.

Strains expressing Fus3-K42R (two biologically independent strains for each wild type *MSG5* and *msg5Δ*) were grown in the absence ( $-\alpha$ ) or presence of 20 nM ( $+\alpha$ ) pheromone for 3 hours. Proteins were extracted and enriched for His<sub>6</sub>-tagged Fus3 protein under denaturing conditions using a quick extraction protocol<sup>8</sup> and pre-packed Nickel columns (Protino Ni-TED from MACHEREY-NAGEL). Samples were analysed by Liquid Chromatography-Mass Spectrometry followed by data analysis as

described previously<sup>9</sup>. Sequence of the Fus3 peptide containing the phosphorylation sites is shown at the top; the two plots below show MS/MS spectra obtained for this peptide, either unmodified or phosphorylated. Identified b- and y-fragment ions are shown in blue and red, respectively, in the sequence as well as in the spectra. The y5 ion (marked with red arrows in the sequence and spectra) of the y-ion series allowed identification of the phosphorylation modification on Tyrosine Y<sub>182</sub>. The mass difference of the y5 ion of the modified versus of the unmodified peptide is 80 Da, corresponding to the mass of a phosphate group. Label-free quantification of the samples was performed using MaxQuant (Version 1.6.7.0, details for settings can be provided upon request)<sup>10</sup>. Plots at the bottom display quantifications of Phosphate-group containing (orange) and non-containing (grey) peptides normalized to the amount of total Fus3 protein and the corresponding ratios between modified and unmodified peptides (blue columns).

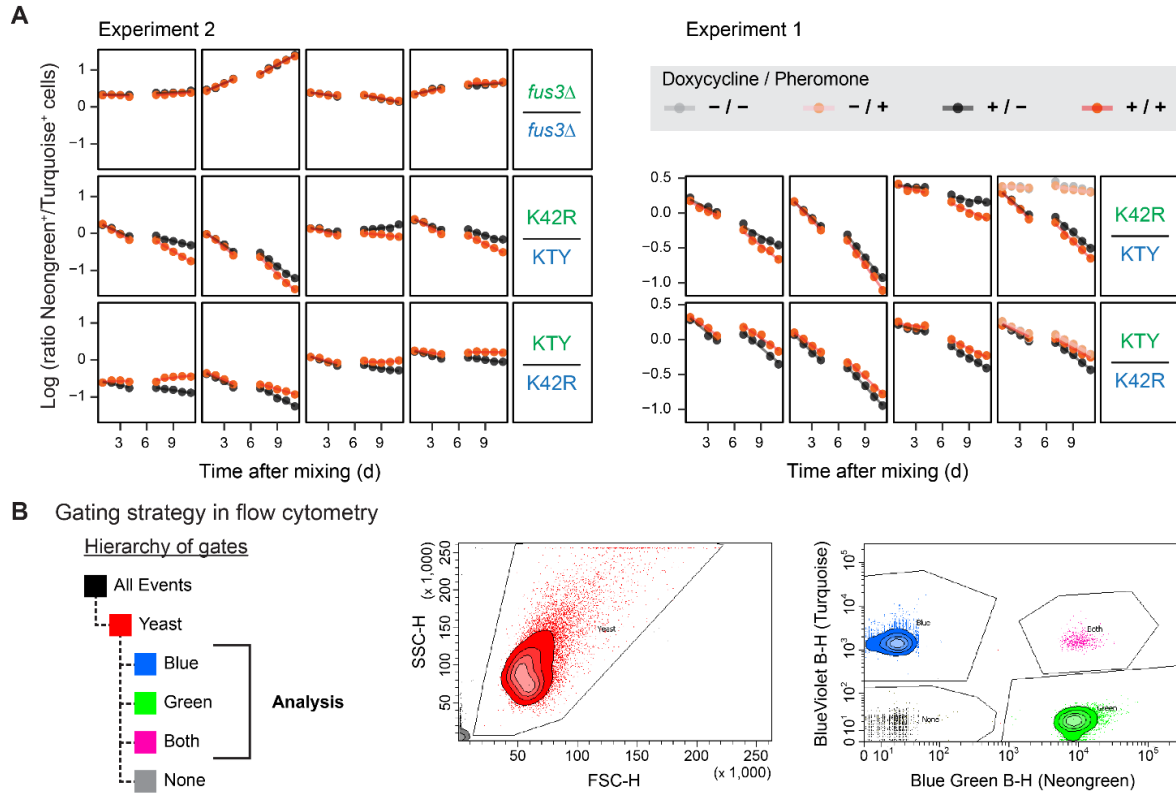

**Supplementary Figure 13.** Growth in presence of pheromone favours *Fus3*-KTY versus -K42R expressing cells when compared to the growth in absence of pheromone.

(A) Shown are ratios ( $R_{Ng/Tq}$ ) between mNeogreen (Ng) and mTurquoise (Tq) expressing cells in medium without (black) or with pheromone (red, 20 nM) over time for two independent experiments (see labels above plots). Every co-culture contained an Ng and a Tq expressing strain. Strains in different co-cultures were independent transformants isolated after transformation with *fus3* allele containing (for *fus3*-K42R and -KTY) or fluorescence reporter containing (for *fus3Δ*) integrative plasmids. *fus3* variants co-expressed with Ng (above fraction bar) and Tq (below fraction bar), respectively, are shown on the right side of the panels. Co-cultures were continuously grown over a period of about two weeks with 2.5 days interruption when cultures were stored at 4°C. Re-inoculation into fresh media was carried out twice a day and flow-cytometry measurements to determine ratios of Ng to Tq expressing cells once a day. Summaries of the results are shown in Figure 5B, where the interruption-period was omitted to account exclusively for periods in which cells were growing. Experiment 2 was carried out with control mixtures containing strains deleted for *FUS3*, experiment 1 was carried out with control mixtures in which *fus3* variants were not induced (light black and light red traces) by Dox. Note that for control mixtures traces in the absence and presence of pheromone do not diverge from each other, whereas for mixtures with cells expressing the two different *fus3* variants they do.

(B) Gating strategy for analysis of flow cytometry data with the hierarchy of gates (left) and examples of plots with the defined gates (middle and right). The total of detected events (All Events) were gated by side scatter (SSC-H) and forward scatter (FSC-H) to define yeast cell events (Yeast gate in the middle); this population was further gated by mTurquoise (BlueViolet B-H) and mNeogreen (Blue Green B-H) fluorescence to define populations expressing either one (gates Blue and Green, respectively) or both fluorescent proteins (gate Both, plot on the right). The ratio of Neogreen- and Turquoise-expressing cells was calculated as  $(\#_{Green} + \#_{Both}) / (\#_{Blue} + \#_{Both})$  with  $\#_{Gate}$  denoting the

number of cells within the gate. Gates were drawn manually with the BD FACS DIVA software (BD Biosciences). Per sample, 20,000 events within the Yeast gate were recorded.

① Setup of 96-well plate; pheromone stimulation

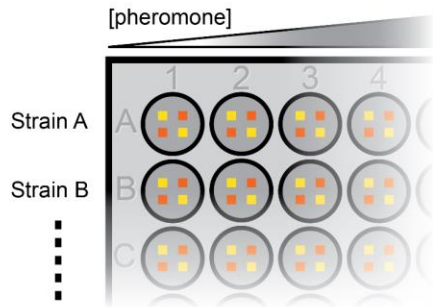

② Image acquisition

Alternating between 4 fields; 2 fields per well per time-lapse round

- Yellow squares: Rounds 1,3,5...
- Orange squares: Rounds 2,4,6...

③ Example of time-lapse series

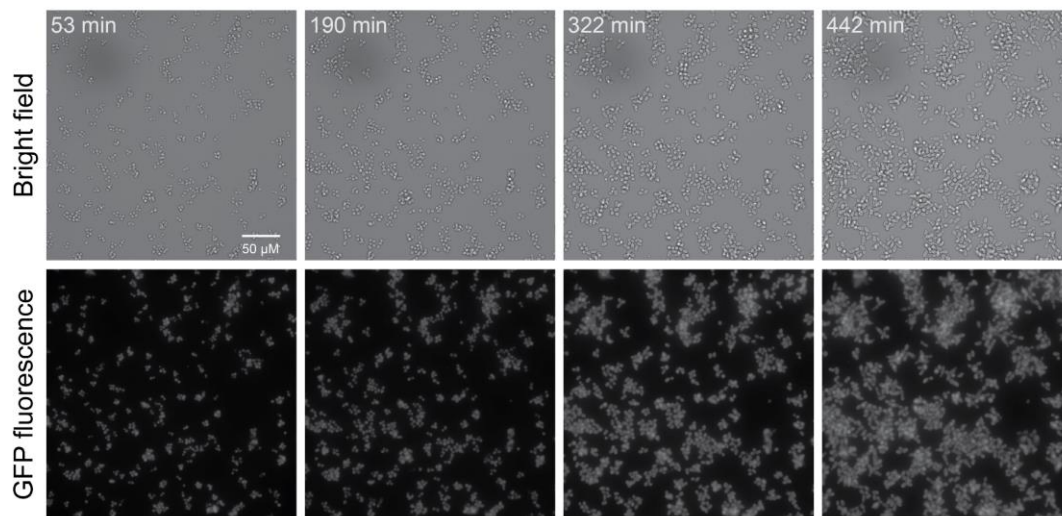

④ Cell segmentation on bright-field images

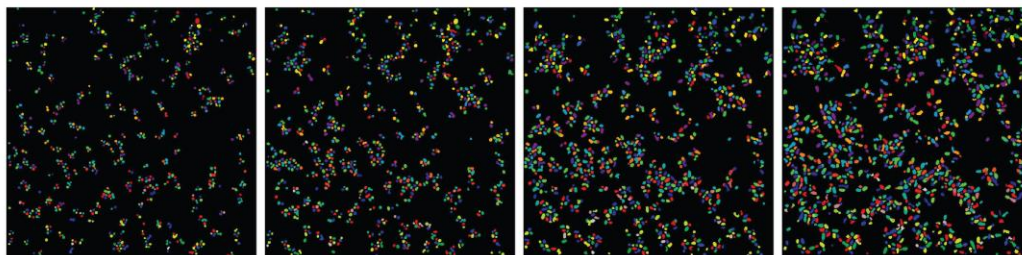

⑤ Fluorescence correction

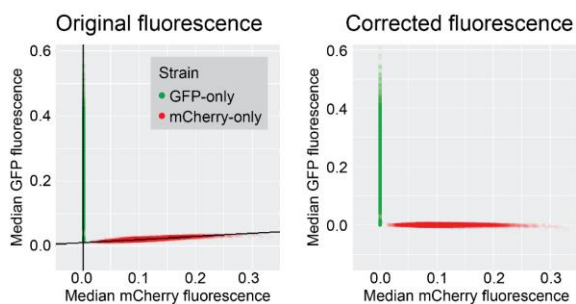

⑥ Further analysis in R/ Matlab

**Supplementary Figure 14.** Experimental and data processing workflow for single-cell analysis.

- (1) Typical setup for microscopy in a 96-well glass-bottom plate. Different strains, typically expressing super-folder GFP ( $P_{FUSI}$  reporter) and mCherry (constitutive reporter), were pre-grown in parallel, transferred to the plate and stimulated with different concentrations of pheromone. Routinely, each plate contained control strains expressing one fluorescent protein (not shown).
- (2) Microscopy was started immediately after pheromone application. Two fields were imaged per well in one time-lapse round, with alternating pairs in even and uneven rounds (see differently coloured squares), resulting in a total of four fields per well. Imaging of a whole plate took approximately one hour; the order of acquisition was chosen such that wells with same pheromone concentrations were imaged successively. Typically, acquisition proceeded for 8-12 rounds.
- (3) Example of a time-lapse series of bright-field and GFP fluorescence images of one field of view. Scale bar corresponds to 50  $\mu$ M.
- (4) Example of cell segmentation (i.e., detection of single cells) as done on the bright-field images shown above using CellProfiler. The defined masks were used for measuring fluorescence intensities in the corresponding fluorescence images; median intensities for each detected cell were exported from CellProfiler for further processing. Scale is the same as in (3).
- (5) Routinely, processing of raw fluorescence data entailed correction for autofluorescence and bleed-through between different fluorescence channels based on control strains expressing only one fluorescent protein. Furthermore, upper and lower 3-percentiles per field of view and time point in either fluorescence channel were routinely removed from further analysis.
- (6) Corrected values were used for further analysis with R and/or Matlab.

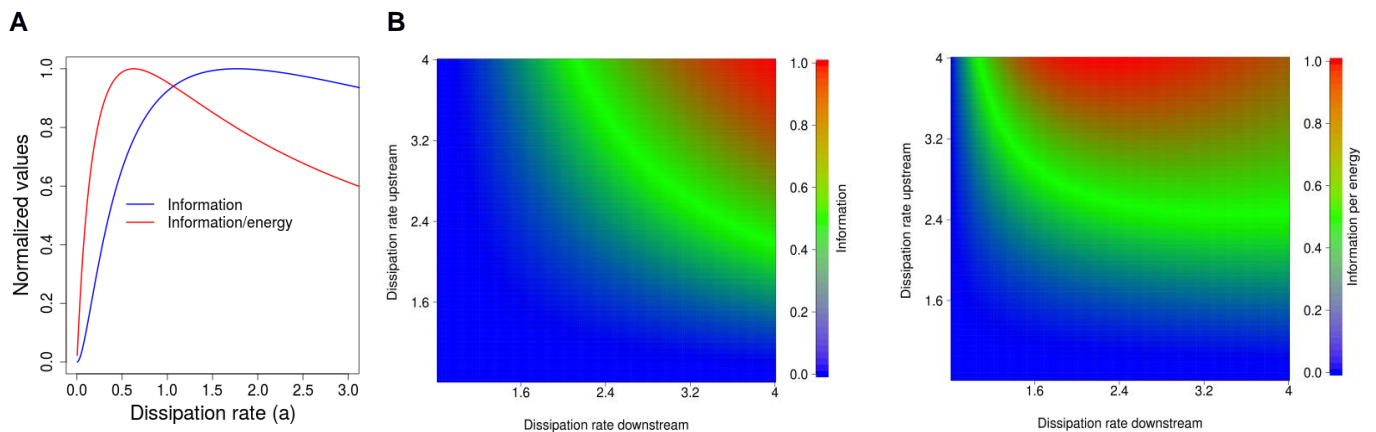

**Supplementary Figure 15.** Patterns of information and information per energy in simple one- and two-stage phosphorylation cascades.

**(A)** Information and information per unit energy consumption rate in a one-stage cascade as a function of the dissipation rate  $a$ . Values on the Y-axis are normalized values of information (blue) and information per unit energy (red), respectively. The maximum in information per energy demonstrates a trade-off between information and energy expenditure. See Supplementary Note 4 for details.

How the deposited data were processed for this re-analysis (not part of the article)

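Transcript levels were measured by RNA sequencing in 18 libraries of *MAT***a** yeast cells, 60 min after addition of 0 to 500 nM *α*-pheromone, in 2 independent experiments of 9 libraries each. Doses and experiments were taken from the sample labels and column names, and 7 doses, 0 nM included, were used in both experiments. The label of the 0.05 nM library gives its unit as nm, and it was taken as nM. The experiment number pairs the libraries, since each experiment has its own mock-treated library and its own table.

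The authors depleted ribosomal RNA, mapped the reads with Bowtie 2 and calculated the deposited RPKM values from strand-specific read densities over annotated genes of an Ensembl yeast genome. The version of Bowtie 2, the release of the genome and the handling of reads with several map positions are not named in the paper's text. Each library was scaled by its own mapped reads. The tables list 7126 gene names, of which 151 occur more than once with identical values and were kept once. 6048 matched a systematic name of the R64 annotation, which gave symbols and positions. The 28 mitochondrial genes are listed at 0 in all libraries.

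RPKM multiplied by gene length less 1 base came in whole multiples of what 1 read is worth for 99.5% to 99.9% of the values of up to 100 reads, which gave the total of each library, from 4869909 to 16660802 mapped reads. Limits of detection computed from these totals cover counting error only.

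Genes were tested in R 4.3.3 with limma 3.58.1 on log2(RPKM + 1) (eBayes with trend, experiment as a block), for genes with a mean RPKM of at least 1. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 2-fold. 20 nM and above (7 libraries) was compared with 0.25 nM and under (4 libraries), and the 6 other shared doses were each compared with 0 nM in a fit of all libraries. On simulated reads for 5521 genes with 200 changed, the test recovered 199 of the changed genes and called 0 of the others. The changed genes were well expressed and changed by clearly more than 2-fold, by the same amount at every dose from 20 nM. Recovery of genes near 2-fold or rising only at higher doses was not simulated.

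EC50 values were fitted in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, by least squares, with the EC50 held between 0.1 and 1000 nM and the Hill coefficient between 0.5 and 6. On simulated curves of 200 genes, the median ratio of the fitted to the true EC50 was 1.00. These curves had a true plateau of 1 and were not divided by their highest value. A bias from that division, which the real values underwent, would therefore not show. For the permutation test of EC50 ratios, EC50 was read from a grid of 600 values, made finer after a coarser grid gave many ties on simulated data. The p-values from the coarser grid, of 80 values, had been seen by then, and they are given with the alternatives.

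The genes named are those drawn in Supplementary Fig. 1, *KSS1*, the deleted genes, and the 10 largest rises and 5 largest falls at 20 nM and above among called genes with the same direction in both experiments. Other pseudocounts, filters on low values, scalings, groups of doses and forms of the fit were tried, as was leaving out each library or experiment. limma-voom on reads recovered from RPKM, and the coarser grid, were added after the data had been seen. So were permutation tests of the EC50 ratios on the log2 scale, with the lowest RPKM set to 0 and the mean at 20, 50 and 500 nM to 1, and with 0.05 nM left out. Measurements by microscopy, flow cytometry and mass spectrometry were not analysed here.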

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

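The tests for tRNA genes were chosen after their rise had been seen, but before the results of these tests. In each group of libraries, the gap of the highest or lowest library to its neighbour was divided by the range of the group and compared with Dixon's critical value. 11 of 81 groups of the named genes passed it, where chance gives about 4.05. The groups at 20 nM and above mix doses, and in 4 of the 5 such groups the outlying library was the 20 nM library of experiment 1, which was the highest for *HTB2* (96.1 RPKM against 11.1 to 30.8, ratio 0.769), *PCL1* (12.6 RPKM against 0.483 to 3.48, ratio 0.752), *TOS6* (28.7 RPKM against 0 to 5.50, ratio 0.809) and *HTA2* (72.7 RPKM against 11.7 to 26.3, ratio 0.762). These genes are among the named ones because they fell most at 20 nM and above. The 20 nM library of experiment 2 was lower for each of them, and so was the 15 nM library of experiment 1, at 53.2, 6.29, 12.5 and 40.8 RPKM, although its dose is lower. The same was seen across genes, in a count made after seeing the data. From 15 to 20 nM in experiment 1, 110 of the 137 genes called higher at 20 nM and above fell (80.3%), and 216 of the 264 called lower rose (81.8%). With each library centred on its median these shares were 84.7% and 75.0%. From 10 to 15 nM in the same experiment they were 3.65% and 11.0%, and from 10 to 20 nM in experiment 2 2.92% and 6.82%. Not every other step was as regular, and from 1 to 5 nM in experiment 2 they were 41.6% and 32.2%. The 20 nM library of experiment 1 thus responded less than the 15 nM library. The cause was not tested, and with 1 library per dose and experiment a difference between cultures cannot be told apart from an exchange of the 2 libraries. Without this 20 nM library, 156 genes were higher and 290 lower at 20 nM and above, in place of 137 and 264. For *CDC24* the 500 nM library of experiment 1, the shallowest, was the highest (50.5 RPKM against 32.9 to 40.1, ratio 0.592).

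Among the libraries at 0.25 nM and under, the mock-treated library was the only one of experiment 1, and it was the outlying one, the highest, for *STE4* (99.6 RPKM against 95.1 to 95.5, ratio 0.900) and *TOS6* (66.6 RPKM against 36.6 to 41.1, ratio 0.849). Both genes were higher in experiment 1 at every dose used in both experiments, so these values cannot be told apart from a difference between the experiments. The mock-treated library of experiment 2 was the lowest for *PRM2* (1.50 RPKM against 2.68 to 2.87, ratio 0.861) and *PCL1* (52.6 RPKM against 58.2 to 59.3, ratio 0.832), and its 0.05 nM library the highest for the tRNA gene tH(GUG)E2 (6.91 RPKM against 5.80 to 5.96, ratio 0.850), whose values at these doses are few reads. *MFα2* had 0.271 RPKM in the 0.05 nM library of experiment 2, which is a single read. It was listed at 0 in the other libraries at 0.25 nM and under (ratio 1.00). No biological explanation was tested for these.

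Outside the pathway components the paper discusses, 130 genes were higher and 264 genes lower at 20 nM and above than at 0.25 nM and under. 1 of the 100 splits of the 7 and 4 libraries within their experiments, the real one, gave as many called genes. A candidate explanation of the falls is cell-cycle arrest of the culture. The median log2 fold change of 16 cell-cycle genes was -2.00, at percentile 0 of 10000 random lists matched on expression, and 16 of the 16 fell. The list was meant to hold genes of S, G2 and M phase but includes the G1 cyclins *CLN1*, *CLN2* and *PCL1*, the last of which is also among the 5 largest falls. Without these, the median of the other 13 genes was -1.99, at percentile 0 of its random lists, a test added after seeing the data. With each library centred on its median, that of all 16 was -1.94, and with quantile normalization -1.89. Genes are not independent replicates, and the paper does not report these genes.

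11 of the 98 tRNA genes tested were higher at 20 nM and above, and 6 were lower. With median-centred libraries 11 were higher and 5 lower, and with quantile normalization 11 and 4, and the higher ones were the same genes. The largest rises were those of tQ(UUG)D2, tR(UCU)G3, tH(GUG)E2 and tA(AGC)H. In libraries at 0.25 nM and under they had at most 2.76, 9.54, 6.91 and 1.43 RPKM, where values this low in so short a gene are few reads, so no fold is given. At 20 nM and above they had 454 ± 243, 905 ± 437, 1045 ± 534 and 130.3 ± 70.2 RPKM (SD, n = 7). A rise of tRNA reads in the whole library does not account for them, since the median log2 fold change of all tested tRNA genes was -0.32. The rises may come from transcripts that start at a retrotransposon repeat or at an induced gene beside the tRNA gene, but 0 of the tested tRNA genes have a position in the R64 annotation under the name the tables use, so neither could be tested. Reads shared between tRNA genes of near-identical sequence were not tested either, and the pattern cannot be told apart from these explanations.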

How the results depend on the processing

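The alternatives were chosen before the data were examined, except the coarser EC50 grid, limma-voom on recovered reads and, for the EC50 ratios of *MSG5*, the log2 scale, normalization to the mean at 20, 50 and 500 nM and leaving out 0.05 nM, which were chosen after seeing the data. limma-voom gave 121 genes higher and 287 lower at 20 nM and above, of which 111 and 237 were among the 137 and 264 called with limma on log2(RPKM + 1). It covered 5542 genes in place of 6002, since reads were recovered for protein-coding genes of the R64 annotation only, so 21 of the 137 and 27 of the 264 could not be called. Without the replicate block the numbers were 153 and 252. Across the 11 fits that each left out one library, 112 to 158 genes were higher and 237 to 300 lower. The share of higher genes among those called was 34.2%. With libraries centred on their median it was 43.1% (157 higher and 207 lower), and with quantile normalization 46.9% (164 and 186). The median log2 fold change of all tested genes was -0.10 before and -0.01 after centring.

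Counts of genes moved by more than 1.5 times under the following settings, and the cause was not tested. A pseudocount of 5 gave 152 genes lower at 20 nM and above in place of 264, 8 genes higher at 1 nM in place of 16, 1 gene lower at 1 nM in place of 2, 4 genes lower at 5 nM in place of 11, 41 genes lower at 10 nM in place of 66, 97 genes lower at 20 nM in place of 168, 197 genes lower at 50 nM in place of 343, 240 genes lower at 500 nM in place of 426, 17 genes at least 2-fold higher than the mock in both experiments at 1 nM in place of 32, 1 gene at least 2-fold lower than the mock in both experiments at 1 nM in place of 13, 19 genes at least 2-fold higher than the mock in both experiments at 5 nM in place of 33, 5 genes at least 2-fold lower than the mock in both experiments at 5 nM in place of 23, 25 genes at least 2-fold lower than the mock in both experiments at 10 nM in place of 66, 72 genes at least 2-fold lower than the mock in both experiments at 20 nM in place of 133, 155 genes at least 2-fold lower than the mock in both experiments at 50 nM in place of 271 and 188 genes at least 2-fold lower than the mock in both experiments at 500 nM in place of 325. A pseudocount of 0.1 gave 22 genes at least 2-fold lower than the mock in both experiments at 1 nM in place of 13 and 39 genes at least 2-fold lower than the mock in both experiments at 5 nM in place of 23. Without a filter on low values there were 5 genes higher at 1 nM in place of 16, 1 gene lower at 1 nM in place of 2, 22 genes at least 2-fold lower than the mock in both experiments at 1 nM in place of 13 and 36 genes at least 2-fold lower than the mock in both experiments at 5 nM in place of 23, and with a mean RPKM of at least 10 there were 6 genes lower at 5 nM in place of 11, 3 genes at least 2-fold lower than the mock in both experiments at 1 nM in place of 13, 7 genes at least 2-fold lower than the mock in both experiments at 5 nM in place of 23 and 34 genes at least 2-fold lower than the mock in both experiments at 10 nM in place of 66. Quantile normalization gave 224 genes lower at 50 nM in place of 343. Without the replicate block there were 1 gene higher at 1 nM in place of 16, 0 genes lower at 1 nM in place of 2, 20 genes higher at 5 nM in place of 36 and 7 genes lower at 5 nM in place of 11. At 1 nM without the block, 21 genes were lower at an unadjusted p under 0.05. With 1 experiment at a time, the numbers of genes at least 2-fold above and below the mock were 60 to 88 and 49 to 96 at 1 nM, 45 to 75 and 73 to 88 at 5 nM, 114 to 125 and 105 to 189 at 10 nM, 131 to 150 and 199 to 288 at 20 nM, 163 to 167 and 380 to 449 at 50 nM and 330 to 384 and 433 to 531 at 500 nM.

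EC50 values moved by more than the SD between the experiments as follows. Part of this lies in the definitions. On the log2 scale the EC50 is the midpoint of the log2 change and not of the change in RPKM. The mean at 20, 50 and 500 nM sets a plateau that a gene still rising at these doses passes. Other causes were not tested. Fitting log2(RPKM + 1) gave 2.19 nM for *STE2*, 2.48 nM for *SST2*, 5.90 nM for *FUS3*, 7.08 nM for *FAR1*, 3.79 nM for *FUS1*, 20.5 nM for *MSG5* and 21.6 nM for *DIG2*. Normalizing to the mean RPKM at 20, 50 and 500 nM gave 17.9 nM for *MSG5*, 22.0 nM for *DIG2* and 47.5 nM for *PTP2*. Leaving out 500 nM gave 23.5 nM for *MSG5*, 24.8 nM for *DIG2* and 48.6 nM for *PTP2*, a free plateau 50.8 nM for *DIG2*, and centring on the median 36.3 nM for *DIG2*. The fit of *PTP2* explained 40.5% of the variance with 500 nM left out, and 61.9% when normalized to the mean, with the Hill coefficient at its upper limit of 6. That of *DIG2* explained 78.9% when normalized to the mean. These are under the 80% asked of induced genes, so these EC50 values are not reliable. In each experiment alone, the EC50 was 4.55 to 6.54 nM for *STE2*, 4.05 to 7.17 nM for *SST2*, 6.19 to 8.87 nM for *FUS3*, 7.92 to 9.55 nM for *FAR1*, 9.47 to 12.8 nM for *FUS1*, 26.4 to 34.1 nM for *MSG5*, 40.6 to 44.9 nM for *DIG2* and 63.1 to 79.5 nM for *PTP2*. In every setting run, the EC50 of *MSG5* was above those of *STE2*, *SST2*, *FUS3*, *FAR1* and *FUS1*.

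The log2 ratio of the EC50 of *MSG5* to those of *STE2*, *SST2*, *FUS3*, *FAR1*, *FUS1* and *PTP2* kept its direction and stayed past the threshold in each alternative run for these ratios that used both experiments (plateau free, median-centred, 500 nM left out, 0.05 nM left out, log2 scale, normalization to the mean and the coarser grid), with adjusted p from 0.00215 to 0.0413 (permutation test). With 500 nM left out or normalization to the mean, the EC50 of *PTP2* is poorly determined, as above. Against *DIG2* it was 0 with 500 nM left out, and -0.50 with the coarser grid, where its adjusted p of 0.0532 was no longer past the threshold. It was -0.13 on the log2 scale (adjusted p = 0.665) and -0.22 with normalization to the mean at 20, 50 and 500 nM (adjusted p = 0.347), neither past the threshold. Over these alternatives the adjusted p against *DIG2* was 0.00850 to 1.00. The coarser grid was the first one used and its p-values were seen before it was replaced. In each experiment alone none of the 7 comparisons passed, with adjusted p from 0.116 to 0.453 (exact permutation test), at log2 ratios of 2.37 to 2.40 against *STE2*, 2.24 to 2.60 against *SST2*, 1.93 to 2.11 against *FUS3*, 1.71 to 1.84 against *FAR1*, 1.42 to 1.46 against *FUS1*, -0.67 to -0.40 against *DIG2* and -1.26 to -1.22 against *PTP2*. The share of induced genes with an EC50 under that of *STE2* was 3.23%, and 0.794% with a free plateau. For *SST2* it was 2.42%, 2.75% for fits that explained at least 90% of the variance and 1.59% with a free plateau. In each experiment alone the share was 0.787 to 2.36% for *STE2*, 1.57% for *SST2*, 3.94 to 7.09% for *FUS3* and 54.3 to 69.3% for *MSG5*, the median EC50 of induced genes was 22.3 to 24.3 nM and 127 genes had a fit.

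The direction of *STE20*, whose log2 fold change at 20 nM and above was -0.00325, reversed to 0.0949 with centring, 0.135 with quantile normalization, 0.177 without the replicate block, 0.0709 against the mock libraries only and 0.0258 with 500 nM left out, and it was -0.0816 to 0.0686 across the 11 fits that each left out one library, positive in 7 of them. *STE50* reversed to 0.00375 with centring and 0.0535 with quantile normalization, and *STE7* to 0.0319 with quantile normalization (0.0420 at 500 nM). None of these was past the threshold in any setting. Among the other values of single named genes, 1 became past the threshold with a library left out, while 566 under the other alternatives and 410 with a library left out kept their direction and side of the threshold. The 500 nM library of experiment 1 has 4869909 mapped reads, so values of low genes are least precise in this library.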

Differences from the paper's values

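The paper's EC50 for *STE2* is approximately 4 nM, and the value found here was 6.42 nM. Of the alternatives set before the data were examined, a free plateau (5.81 nM), normalizing to the mean RPKM at 20, 50 and 500 nM (5.86 nM) and experiment 1 alone (4.55 nM) came within 1.5 times of the paper's value or within the SD between experiments. Fitting log2(RPKM + 1) (2.19 nM), centring on the median (6.77 nM), leaving out 500 nM (6.42 nM), leaving out 0.05 nM (6.64 nM) and experiment 2 alone (6.54 nM) did not.

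The paper gives *STE2* the lowest EC50 of the pathway components. Here *SST2* was at 6.27 nM and *STE2* at 6.42 nM, with overlapping intervals. *STE2* was the lower of the pair with a free plateau (5.81 and 5.82 nM), on the log2 scale (2.19 and 2.48 nM) and in experiment 2 alone (6.54 and 7.17 nM).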

Other observations

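The tests of the difference between the experiments and of a fall at 500 nM were chosen after these had been noticed in single genes. The rise of *MSG5* and *PTP2* at high doses was noticed first, and the tests of its explanations were set down before their results were seen.

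*MSG5*, which the paper sets apart from *STE2*, *SST2* and *FUS3* by its higher EC50, is not unusual among induced genes. 63.7% of the 124 induced genes with a fit had a lower EC50, against 2.42% for *SST2*, 3.23% for *STE2* and 5.65% for *FUS3*. In each experiment alone the share for *MSG5* was 54.3 to 69.3%. The EC50 depends on the level at the highest doses, so a gene with a second rise there has a higher EC50.

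*MSG5* and *PTP2* rose further between 20 and 500 nM, and a candidate explanation is that the cell wall integrity programme is switched on at these doses and carries both with it. Of 16 genes listed as targets of its transcription factor Rlm1, with *MSG5* and *PTP2* left out, 14 rose between 20 and 500 nM. Their median log2 change was 1.03, at percentile 100.0 of 10000 random lists matched on expression, and 1.00 with libraries centred on their median. Between 0 and 20 nM their median change was -0.15. A list of 20 mating genes changed by 3.21 between 0 and 20 nM and by 0.57 between 20 and 500 nM. The median change of the mating genes between 20 and 500 nM was at percentile 100.0 of its random lists as well, so a rise at these doses is not particular to cell wall genes, and the difference between the lists was not tested. With quantile normalization the changes between 20 and 500 nM were 0.97 and 0.50. Library scaling does not account for the order of the EC50 values, since the log2 ratio of *MSG5* to *SST2* was 2.00 with centring. The number of copies of the core Ste12 motif TGAAAC in the 500 bases upstream was related to EC50 across 108 induced genes (Spearman's rho = -0.30, permutation p = 0.00165, Pearson's r = -0.31 with log2 EC50). There were 0 copies upstream of *MSG5*, 0 of *PTP2*, 1 of *DIG2*, 3 of *FUS1*, and 2 each of *STE2*, *SST2*, *FUS3* and *FAR1*. The correlation is across genes, which are not independent replicates. The motif was chosen when the test was set up, and it was the only one counted. Both explanations remain as hypotheses, and they do not exclude each other.

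At 5 nM *FUS1* was at 131 RPKM in experiment 1 and 46.0 RPKM in experiment 2, a difference of 27.8 times the Poisson error of the reads, which covers counting error only. There was 1 library per dose and experiment, so variation between cultures or between libraries cannot be told apart from a difference between the experiments. From 1 to 5 nM, 41.6% of the 137 genes called higher fell in experiment 2, against 16.1% in experiment 1. With each library centred on its median these shares were 29.2% and 13.9%. Of the 264 called lower, 32.2% and 30.3% rose. *FUS1* went only from 43.1 to 46.0 RPKM over this step in experiment 2. A weak response of this 5 nM library alone is thus not excluded. One shift of the effective dose for the whole culture would raise the EC50 of nearly all genes by a similar factor. 81 of 124 induced genes (65.3%) had a higher EC50 in experiment 2, with a median ratio of 1.08 (quartiles 0.91 and 1.32), which is short of nearly all genes. The 8 pathway genes with a fit all had the higher EC50 in experiment 2, among them *STE2* (4.55 nM in experiment 1 and 6.54 nM in experiment 2) and *SST2* (4.05 and 7.17 nM), so a shift in part of the genes is not excluded. With centred libraries the median ratio was 1.08, which says nothing about scaling because the ratio was near 1 before it.

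*STE2*, *SST2* and *FUS3* were lower at 500 nM than at their highest dose. Of 17 induced genes with an EC50 under 10 nM, 3 fell in both experiments, which is 17.6% with and without centring. In experiment 2 alone 64.7% fell between 20 and 500 nM and in experiment 1 alone 29.4%. With centring these shares were 70.6% and 41.2%. The 3 are *STE2*, *SST2* and *FUS3* themselves, in which the fall was noticed, and 0 of the other 14 fell in both experiments, a count added after seeing the data. The median log2 change of all 17 was 0.08, and 0.05 with centring. In experiment 1 the change starts from the 20 nM library, which responded less than the 15 nM library. A low starting value can hide a fall, so these counts cannot decide whether sensitive genes fall in both experiments. The log2 change of *STE2* from 20 to 500 nM was -0.20 (adjusted p = 0.0712, limma with Benjamini-Hochberg adjustment).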
